# Altered Neuroinflammatory Transcriptomic Profile in the Hippocampal Dentate Gyrus Three Weeks After Lateral Fluid Percussion Injury in Rats

**DOI:** 10.3390/ijms26189140

**Published:** 2025-09-19

**Authors:** Anthony J. DeSana, Yara Alfawares, Roshni Khatri, Tracy M. Hopkins, Faith V. Best, Jennifer L. McGuire, Laura B. Ngwenya

**Keywords:** traumatic brain injury, dentate gyrus, transcriptomics

## Abstract

Traumatic brain injury (TBI) is a major source of disability worldwide, with cognitive and memory deficits being pervasive after injury. The hippocampus, a major structure involved in learning and memory, is particularly vulnerable to TBI, and cellular dysfunction within the hippocampal dentate gyrus is believed to be a major contributor to cognitive deficits after TBI. However, there is little known about the transcriptomic changes occurring directly within the dentate gyrus at subacute-to-chronic timepoints after TBI. To address this, we performed bulk RNA sequencing and single-nucleus RNA sequencing of the isolated dentate gyrus three weeks after lateral fluid percussion injury in male rats. We report here that there is evidence of an ongoing neuroinflammatory response marked by increased neuroinflammatory genes that implicate various neuroinflammatory pathways that are associated with a subset of microglia and astrocyte populations.

## 1. Introduction

Traumatic brain injury (TBI) is estimated to affect sixty-nine million people annually, with long-term implications regarding cognitive abilities after injury [1,2]. Clinically, cognitive and memory impairments are commonly reported after TBI [3,4,5] and are recapitulated in pre-clinical models of TBI [6,7,8]. Cognitive dysfunction is associated with TBI-induced changes to the hippocampus [9], and the hippocampal dentate gyrus is particularly vulnerable to TBI [10,11,12]. Given the dentate gyrus’s role in cognition, learning, and memory (reviewed in [13]), dentate gyrus dysfunction likely plays an important role in the cognitive and memory deficits observed after TBI. Early after TBI, there is a loss of hippocampal neural progenitor cells within the subgranular zone of the dentate gyrus, followed by increased neurogenesis from 24 h to 7 days post-injury [10,14,15,16], with reduced astrogliogenesis [15].

Under healthy conditions, glial cells play important roles within the dentate gyrus. Retention and integration of new-born neurons are mediated by local microglia and astrocytes [17,18]. Microglia are necessary for survival of neuronal stem cells [19], and interplay between microglia and astrocytes facilitates synaptic pruning [20]. In the context of TBI, astrocytes and microglia within the dentate gyrus demonstrate a robust response to TBI associated with the neuroinflammatory response to injury [21,22,23]. Neuroinflammatory changes are well documented after brain injury and are believed to be a key driver of long-term cognitive dysfunction (reviewed in [24]). Hippocampal transcriptional changes associated with an ongoing immune response occur at early, subacute, and chronic timepoints post-injury [25,26], and transcriptional changes in animals have been correlated with long-term TBI-associated neurodegenerative sequelae [27].

Researchers have long recognized the importance of the dentate gyrus after TBI, and, in the past decade, a plethora of publications have examined the TBI-induced transcriptional changes exhibited in animal brains, and specifically the hippocampus [28,29,30,31,32]. However, the majority of such studies focus on the acute phase after injury, mostly obtaining data within 24 h to 7 days post-injury. Importantly, little is known about changes in gene expression at timepoints after 2 weeks post-injury, especially in the isolated dentate gyrus [15,33].

Given the enduring effects of TBI on cognitive function, we aimed to utilize both bulk and single-nucleus RNA sequencing techniques to examine the transcriptional changes in the isolated dentate gyrus at three weeks after TBI. To our knowledge, this is the first single-nucleus study to investigate the whole tissue dentate gyrus specifically after rat TBI, providing a greater level of regional resolution within the injured hippocampus. Briefly, our data suggest altered gene expression associated with an ongoing neuroinflammatory response within specific populations of microglia and astrocytes at three weeks post-TBI.

## 2. Results

Male Sprague-Dawley rats underwent a craniectomy, and, three days afterward, underwent a lateral fluid percussion injury (LFPI) to induce TBI. As an additional confirmation of injury, spontaneous righting reflex time (RRT) was assessed. 

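The righting reflex time, the time a rat takes to turn back onto its feet after the fluid pulse, was 522 s ± 163 (SD, n = 3) in TBI rats and 154 s ± 70.1 (SD, n = 4) in sham rats. The TBI rats ranged from 344 to 663 s and the sham rats from 58 to 226 s, so every TBI rat took longer than every sham rat. The difference of the means was 368 s (exact two-sided permutation test over 35 splits, p = 0.0286, the smallest p these group sizes allow). The pressure of the pulse was 2.23 atm ± 0.11 (SD, n = 3) in the TBI rats with a recorded time. The times are in the authors' table of 10 rats, which gives none for 3 of them, the TBI rats and the naive rat used for snRNA-seq. The paper's test, by its degrees of freedom, rests on more rats than have a time here. With any 1 rat left out the difference lay between 298 and 457 s, and the exact p was 0.0667 to 0.1, the smallest those sizes allow. The paper uses the righting time as an additional check that the rats were injured.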

Brain-injured rats had significantly longer RRT compared to sham when compared with a two-tailed unpaired *t*-test (*p* = 0.0146, *t* = 3.221, df = 7; Figure 1). The rats were euthanized three weeks after injury, and the dentate gyrus was dissected out and processed for bulk RNA-seq (*n*_total_ = 6) or single-nucleus RNA-seq (snRNA-seq; *n*_total_ = 4; Figure 1).

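Bulk RNA-seq measured the dentate gyrus, the part of the hippocampus that holds the granule neurons, in 3 TBI rats and 3 sham rats, with 1 library per rat. The sample labels name the hippocampus where the paper names the dentate gyrus. Marker genes of dentate granule neurons varied between rats of the same group: their mean log2 level relative to the sham mean was 1.32 in sham 1, −0.66 in sham 2 and −0.66 in sham 3, and 0.65, −0.47 and 0.42 in TBI 1, TBI 2 and TBI 3. Sham 1, sham 2 and TBI 1 had their injury or sham procedure in spring, and sham 3, TBI 2 and TBI 3 in autumn. Polyadenylated RNA was sequenced as stranded paired-end libraries, and the authors estimated counts per transcript with kallisto through ExpressAnalyst. They deposited these estimated counts and a table of genes as log2 CPM, counts scaled to the library total, with 0.5 added to each count. The transcript counts came to 25121893 to 44649404 per library. Adding up the genes, the totals were 26254821, 27265090 and 43912297 counts in sham 1 to 3 and 24730290, 30611567 and 28082906 in TBI 1 to 3. The gene table holds 14166 genes by Entrez number, of which 13778 were named from RefSeq's gene table, 39 from the paper's supplement and 349 not at all. Genes were tested with limma-trend on the deposited log2 CPM, and the 20199 transcripts kept by edgeR's filter, of 31715, with edgeR's quasi-likelihood test on counts rounded to whole numbers. Since the 0.5 is known, whole gene counts could be recovered from the log2 CPM, and DESeq2, edgeR and limma-voom were run on these recovered counts as alternatives. p-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. The gene lists, tests and most alternatives were fixed before the data were examined. The paper's tables, which report these same data, had been read by then. Some interferon genes, Slfn13 among them, and several leptomeningeal genes of the lists stand in those tables, so these lists are not independent of the data. With 3 rats per group, an exact permutation test of a single gene cannot give a p under 0.1.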

### 2.1. Bulk RNA Sequencing Reveals a Neuroinflammatory Response in the Dentate Gyrus Three Weeks After LFPI

As a result of our bulk RNA sequencing, a total of fourteen-thousand-three-hundred-sixty-eight genes were identified, with four-hundred-seventy-six having a *q*-value < 0.01 (Benjamini and Hochberg). Of these, one-hundred-twenty-eight genes were differentially expressed (*q* < 0.01; Log2FC > 1.5). Of these differentially expressed genes (DEGs), one-hundred-twenty-six were upregulated in TBI and two were downregulated (Figure 2A). 

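Tgfb1, which encodes the cytokine TGF-β1, was at 30.0 CPM ± 7.22 (SD, n = 3) in TBI and 10.9 CPM ± 0.57 (SD, n = 3) in sham. Psmb8, a subunit of the immunoproteasome, had a log2 fold change of 1.64 (standard error 0.21), and Mx2, an antiviral gene induced by interferon, of 1.33 (standard error 0.17). All 3 genes were higher in every TBI library than in every sham library. Their adjusted p was 0.149 in limma-trend, the smallest of all genes and shared with other genes, so that 0 of 14166 genes passed an adjusted p under 0.05. At an unadjusted p under 0.05 there were 1340 genes, 1230 higher and 110 lower in TBI. On the recovered counts, DESeq2 called 349 genes, 338 higher and 11 lower, while edgeR and limma-voom called 0, with 1348 and 1319 genes at an unadjusted p under 0.05. At q under 0.01, DESeq2 called 169 genes and limma-trend 0. Of the transcripts, edgeR called 0, with 1615 at an unadjusted p under 0.05, and DESeq2 called 339. All TBI libraries lay above all sham libraries in 1656 genes and below them in 431, together 14.7% of genes, where chance gives 10%.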

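Cd68, a lysosomal protein of microglia and macrophages, was at 14.6 CPM ± 9.36 (SD, n = 3) in TBI and 1.94 CPM ± 0.350 (SD, n = 3) in sham, a log2 fold change of 2.73 (standard error 0.41). Cfd, which encodes complement factor D, was at 3.48 CPM ± 1.50 in TBI and 0.491 CPM ± 0.239 in sham (SD, n = 3 each). Cxcl16, a chemokine, had a log2 fold change of 2.01 (standard error 0.29). DESeq2 on the recovered counts gave these 3 genes adjusted p-values of 3.15e-07, 2.08e-04 and 1.49e-06. At q under 0.01 with a log2 fold change beyond 1.5 in either direction, DESeq2 called 55 genes, 55 higher and 0 lower in TBI. Limma-trend called 0 at these thresholds. The paper adjusted its p-values only over genes with an unadjusted p under 0.05. Adjusted in that way, a setting chosen after seeing the values, DESeq2 called 125 genes higher and 2 lower. At q under 0.01 alone it then called 475.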

Hierarchical clustering with complete linkage shows that injured and sham rats cluster separately, and that rats within the same injury group are similar to each other (Figure 2B). 

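Over all genes, the rat that stood apart was TBI 3, and the genes of the meninges and of vessel walls were high in that library. Listed markers of leptomeningeal cells were above the sham mean by 3.68 on the log2 scale in TBI 3, against 1.50 in TBI 1 and 0.58 in TBI 2. Markers of smooth muscle were above it by 2.65 in TBI 3, 0.92 in TBI 1 and 0.57 in TBI 2. Col1a2, a fibrillar collagen gene of such cells, was at 164 CPM ± 213 (SD, n = 3) in TBI and 9.91 CPM ± 5.01 (SD, n = 3) in sham. Complete linkage on Euclidean distances of log2 CPM over all genes parted TBI 3 from the other 5 libraries, and not TBI from sham. The mean distance between rats of different groups was 83.9 and between rats of the same group 77.1. This difference of 6.90 was the largest of the 10 ways to split the 6 libraries (exact permutation test, p = 0.1, the smallest 3 against 3 allow). With 1 minus Pearson's correlation as the distance, it was the 2nd largest (exact p = 0.2). Over the 20 genes with the smallest p, all higher in TBI, the TBI and sham libraries fell into separate branches, as genes chosen for that difference can do by construction.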

Notably, genes associated with inflammatory processes were upregulated in brain-injured rats, with the top three DEGs based on *p*-value being *LOC103689965* (*p* = 3.21 × 10^−13^, Log2FC = 2.47), *Serping1* (serpin family G member 1; *q* = 3.11 × 10^−09^, Log2FC = 2.97), and *C4a* (*q* = 3.10× 10^−08^, Log2FC = 2.06), which encode for the proteins ‘Complement C4-like’, ‘C1 inhibitor’, and the acidic form of ‘Complement Factor 4’. 

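LOC103689965 (Entrez 103689965), a C4 complement gene, was at 135 CPM ± 56.9 (SD, n = 3) in TBI rats and 23.5 CPM ± 3.17 (SD, n = 3) in sham rats. Serping1 (Entrez 295703), which encodes the inhibitor of the first complement protease complex, was at 59.9 CPM ± 29.3 in TBI and 7.32 CPM ± 4.22 in sham. C4a (Entrez 24233), another C4 gene, was at 20.3 CPM ± 6.89 in TBI and 4.71 CPM ± 1.05 in sham. The log2 fold changes were 2.43, 3.06 and 2.07, with standard errors of 0.31, 0.45 and 0.30. For each of the 3 genes, the lowest TBI library lay above the highest sham library. Limma-trend gave all of them an adjusted p of 0.149, and DESeq2 on the recovered counts 2.97e-12, 2.88e-08 and 2.86e-07. LOC103689965 and C4a are both C4 genes, so their separate levels may be uncertain if the estimate of counts had to divide shared reads between them. Such sharing was not measured here.

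**Figure D1:**
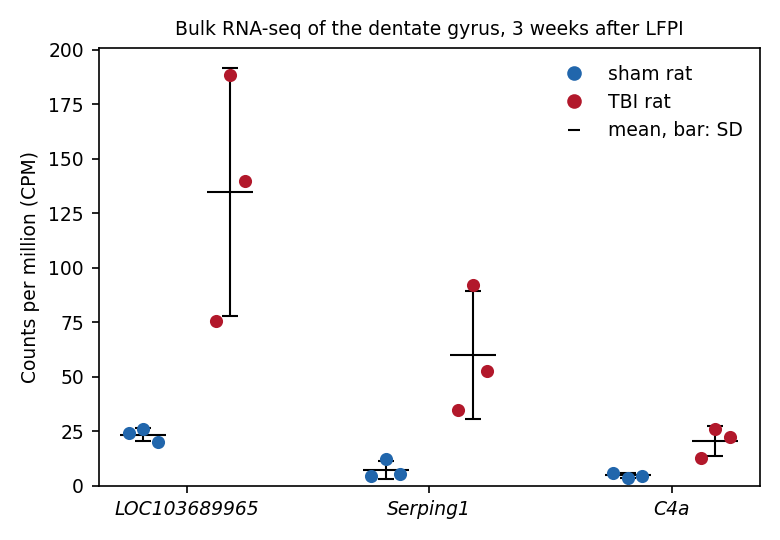
CPM of LOC103689965, Serping1 and C4a in each sham rat (blue) and each TBI rat (red) on a linear axis, with the mean as a horizontal line and the SD as the bar (n = 3 per group). Serping1 ranges from 4.53 to 12.2 CPM in sham and from 34.7 to 92.1 CPM in TBI.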

The two downregulated genes, *LOC10091245* (*q* = 0.00178, Log2FC = −6.25) and *Clca1* (*q* = 0.005616, Log2FC = −2.12), encode for SMCO3 and CLCA1 (Chloride Channel Accessory 1), respectively. 

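LOC100912450, printed without its last digit in the paper's text, had a count of 0 in every TBI library and 0.492 CPM ± 0.348 (SD, n = 3) in sham. With the floor of 3 counts set over the 83424763 counts of the TBI group, this is at least 13.7-fold lower in TBI. The sham level rests largely on sham 2, at 0.892 CPM, and without it the bound is at least 8.10-fold lower. Its adjusted p was 0.311 in limma-trend and 0.0165 in DESeq2. Clca1 (Entrez 308015), a chloride channel accessory gene, was at 0.803 CPM ± 0.110 (SD, n = 3) in TBI and 3.35 CPM ± 3.01 (SD, n = 3) in sham. The sham level of Clca1 rests largely on sham 2, at 6.82 CPM. The fitted log2 fold change of Clca1 was −1.68 (standard error 0.59, adjusted p = 0.378 in limma-trend and 0.0521 in DESeq2), and its TBI libraries all lay below its sham libraries. Adjusted only over genes with an unadjusted p under 0.05, as in the paper, DESeq2 gave LOC100912450 an adjusted p of 0.00178 and Clca1 0.00561.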

While SMCO3’s function has not been well characterized, *Clca1* is of potential interest as it has been implicated in glutamate-induced cell death within the hippocampus [34]. Under ischemic conditions, extrasynaptic *N*-methyl-D-aspartate (NMDA) activation increases *Clca1* gene expression within hours and has been shown to induce cell death in vivo [35]. The implications of the downregulation of *Clca1* gene expression three weeks after LFPI remain to be determined. 

A pathway analysis through Enrichr using the “WikiPathways 2024 Human” dataset implicated multiple complement-related pathways. Of the top 10 pathways identified by Enrichr, half are directly associated with complement signaling (Table 1). Additionally, multiple complement genes are implicated as part of the “Microglia Pathogen Phagocytosis pathway”. These findings suggest an ongoing inflammatory response within the dentate gyrus at three weeks after injury.

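Genes of the classical complement pathway were higher in TBI together. C1qa, C1qb and C1qc, the chains of C1q that starts this pathway, were at 160 CPM ± 67.3, 100.3 CPM ± 37.7 and 56.2 CPM ± 17.0 in TBI (SD, n = 3 each). In sham they were at 62.8 CPM ± 8.11, 39.0 CPM ± 4.25 and 24.2 CPM ± 3.88 (SD, n = 3 each). The proteases C1r, C1s and C2 had log2 fold changes of 1.17, 1.50 and 1.89 (standard errors 0.26, 0.24 and 0.28). Of 28 listed complement components, 21 were measured and 20 had a higher mean in TBI, with a median log2 fold change of 1.31. Adjusted over all genes, 0 of them passed limma-trend, and adjusted over the list alone 14 rose and 0 fell, while DESeq2 called 11 higher. LOC103689965 was put on this list because the paper names it. Of 19 listed complement regulators, 11 were measured, and adjusted over the list alone 4 rose, with 3 called higher by DESeq2. Clu, a regulator made by astrocytes, was at 1709 CPM ± 383 in TBI and 1027 CPM ± 111 in sham (SD, n = 3 each). Against all other genes, the components (camera, adjusted p = 2.25e-13) and the regulators (adjusted p = 2.86e-05) were higher with a preset correlation between genes of 0.01. With an estimated correlation, both had an adjusted p = 0.142. The components lay above the sham mean by 0.90, 1.27 and 1.66 on the log2 scale in TBI 1, TBI 2 and TBI 3, and TBI 3 is the library with the highest meningeal markers.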

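Genes of microglial phagocytosis were higher in TBI rats. Tyrobp, the adaptor of phagocytic receptors, was at 31.5 CPM in TBI and 11.0 CPM in sham, a log2 fold change of 1.43 (standard error 0.27). Ncf1 and Cyba, subunits of the phagocyte oxidase, had log2 fold changes of 1.43 and 1.39 (standard errors 0.32 and 0.22), and Vav1 of 1.59 (standard error 0.27). Of 27 listed genes of phagocytic microglia, 25 were measured and 24 were higher in mean, with a median log2 fold change of 0.99. Adjusted over the list alone 20 rose, adjusted over all genes 0 passed limma-trend, and DESeq2 called 11 higher. Among them, the lysosomal genes Npc2 and Ctsz had log2 fold changes of 1.41 and 1.49. Genes of homeostatic microglia were higher as well: all 15 listed were measured and higher in mean, 13 rose adjusted over the list alone, 0 passed over all genes and DESeq2 called 8. Csf1r, the receptor that microglia need to survive, was at 251 CPM in TBI and 107 CPM in sham. Camera with the preset correlation gave an adjusted p = 2.51e-17 for the phagocytic list and 5.91e-13 for the homeostatic list, and with an estimated correlation an adjusted p = 0.142 for both. The phagocytic list lay above the sham mean by 0.85, 1.64 and 0.92 on the log2 scale in TBI 1, TBI 2 and TBI 3.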

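Interferon, antigen presentation, cytokine and reactive astrocyte genes were all higher on average in TBI. Gfap, the intermediate filament of reactive astrocytes, was at 3603 CPM ± 1557 (SD, n = 3) in TBI and 1114 CPM ± 208 (SD, n = 3) in sham. Of 30 measured interferon response genes all were higher in mean, and adjusted over the list alone 24 rose, among them Rsad2 and Xaf1 with log2 fold changes of 1.72 and 1.49. Of 20 measured antigen presentation genes, adjusted over the list alone 17 rose and 1 fell, and B2m, the light chain of class I molecules, went from 269 CPM in sham to 466 CPM in TBI. Of 19 measured cytokine and receptor genes 9 rose, adjusted over the list alone, and of 31 measured reactive astrocyte genes 19 rose. Icam1, an adhesion molecule of inflamed vessels, and Casp4, an inflammatory caspase, had log2 fold changes of 1.46 and 1.65 (standard errors 0.27 and 0.28). Adjusted over all genes, 0 members of these 4 lists passed limma-trend, and DESeq2 called 10, 12, 6 and 12 of them higher. The 4 lists were higher against all other genes by camera with the preset correlation (adjusted p = 1.72e-20, 1.07e-15, 1.96e-09 and 3.87e-15). With an estimated correlation the adjusted p = 0.142 for the interferon, antigen presentation and reactive astrocyte lists and 0.159 for the cytokine list. Markers of border macrophages, which share many of these genes, were above the sham mean by 0.97, 1.10 and 1.98 on the log2 scale in TBI 1, TBI 2 and TBI 3. From the complement and phagocytosis pathways among its called genes, the paper proposes an ongoing inflammatory response in the dentate gyrus at this time.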

### 2.2. A Subset of Dentate Gyrus Microglia Express Genes Associated with an Activated Phenotype

Because bulk RNA sequencing does not provide information on the cellular source of observed transcriptional changes, we chose to perform additional single-nucleus RNA sequencing experiments to identify the sources of neuroinflammation in the dentate gyrus. 

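Nuclei of the dentate gyrus were sequenced from 4 further rats with 1 library each: TBI 1 and TBI 2, which are not the bulk rats of these numbers, 1 sham rat and 1 naive rat. The sham and naive rats form the control group. The authors isolated nuclei with a lysis kit, made droplet libraries of transcript 3' ends, and counted unique molecular identifiers (UMIs) over exons and introns with Cell Ranger. They deposited UMI counts per gene and nucleus for 25399 genes. After the filters, the totals were 32502677 UMIs in TBI 1, 26086141 in TBI 2, 35293678 in sham and 34798825 in naive. The matrices hold explicit zeros, which made up 1.63% of the entries in TBI 1, 27.4% in TBI 2, 11.1% in sham and 15.5% in naive. How these zeros arose is not given in the sources used here. Nuclei were clustered with Seurat after canonical correlation integration, with 25 principal components and a resolution of 0.6. For each cluster the UMIs were summed per rat, and TBI 1 and TBI 2 were tested against sham and naive with edgeR's quasi-likelihood test on these sums. CPM are here the UMIs of a gene scaled to all UMIs of that cluster and library. The paper's own tests took each nucleus as a replicate. With 2 rats against 2, an exact test cannot give a p under 0.33.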

Due to the prominent change in inflammatory-related genes observed in our bulk RNA sequencing, we chose to focus our single-nucleus RNA sequencing data analysis on microglia and astrocytes as these were the most likely source of the observed changes in complement-related genes [36,37]. Under pathological conditions, both microglia and astrocytes have been implicated in clearing debris [38], synaptic remodeling [39,40], and progressive neurodegeneration (reviewed in [41,42]).

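Among the cell classes, GABAergic and glutamatergic neuron-like nuclei held the most UMIs per nucleus, with medians of 2485 and 2267. The microglia-like nuclei had a median of 727 UMIs. The files hold 12533 barcodes for TBI 1, 14963 for TBI 2, 16972 for sham and 11395 for naive, in all 55863. With at least 500 UMIs and 300 genes, a ratio of log genes to log UMIs above 0.8, and at most 5% mitochondrial and 2% ribosomal UMIs, 55124 nuclei were left. These were 12508, 14400, 16931 and 11285 nuclei of TBI 1, TBI 2, sham and naive. The median depth per nucleus was 2280, 1647, 1897 and 2652 UMIs in the same order.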

Prior to quality control and filtering (detailed below), 55,863 nuclei were present in our samples, and, afterwards, 55,123 nuclei were utilized for analysis. A Uniform Manifold Approximation and Projection (UMAP) graph was generated using Seurat, and 24 distinct clusters were identified (Figure 3A). 

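Glutamatergic neuron-like nuclei were the largest class, with 33393 nuclei in the 23 clusters found, followed by 5057 astrocyte-like and 3709 GABAergic neuron-like nuclei. There were 3273 oligodendrocyte-like, 3147 microglia-like and 2781 oligodendrocyte precursor-like nuclei. Smaller classes were 810 immature neuron-like, 434 endothelial-like, 307 committed oligodendrocyte-like and 137 pericyte-like nuclei. The remaining 2076 nuclei lie in 2 clusters that stayed unnamed, the larger with 2027 nuclei led by the mitochondrial genes Mt-nd1, Mt-co2 and Mt-atp6. Names were given from fixed marker genes.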

Using the online tool, “Annotation of Cell Types” (ACT) [43], clusters were labeled as astrocytes, microglia, oligodendrocytes, oligodendrocyte precursor cells, mature oligodendrocytes, pericytes, endothelial cells, GABAergic neurons, and glutamatergic neurons. 

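Microglia-like nuclei formed a larger cluster of 2514 nuclei, led by Cyth4, Ltc4s, Cd37, Bin2 and Inpp5d, and a smaller one of 633 nuclei, led by Klhl6, Cyth4 and Fgd2. The larger shared 9 of the 30 leading genes that the paper lists for its Microglia 1 and 16 of the 30 for Microglia 2, and the smaller shared 9 and 17, so these overlaps alone do not tell them apart. They are named by the assignment with the largest total overlap, and ranked by the Wilcoxon test they shared 23 with Microglia 1 and 25 with Microglia 2 in the same assignment. The median depth was 681 UMIs per nucleus in Microglia 1 and 2141 in Microglia 2, and 30.3% of Microglia 2 nuclei had doublet scores in the highest 8% of their library, against 1.27% of Microglia 1. Astrocyte-like nuclei formed 1 cluster of 5057 nuclei, led by Prodh1, Itih3, Grin2c and Aldh1l1, which shared 5 of 30 genes with each of the paper's Astrocyte 1 and Astrocyte 3 and is called Astrocyte 1 and 3. The unnamed cluster led by mitochondrial genes shared 16 of 30 with Astrocyte 2 and is treated as its counterpart, with a median of 957 UMIs per nucleus. The joined group was chosen after these overlaps were seen, and results for it cover both of the paper's clusters.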

Two clusters were identified as microglia, and three clusters were identified as astrocytes. When the UMAP was split by injury condition (Figure 3B), there were some appreciable differences in the number and distribution of nuclei within the microglial and astrocyte clusters (Table A1). 

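Nuclei of both microglia-like clusters made up a larger share of the TBI libraries. Microglia 1 was 4.63% of nuclei in TBI 1 (95% Wilson interval 4.27 to 5.01) and 7.18% in TBI 2 (6.77 to 7.61), against 3.17% in sham (2.91 to 3.44) and 3.23% in naive (2.92 to 3.58). Microglia 2 was 1.26% (1.08 to 1.47), 2.00% (1.78 to 2.24), 0.697% (0.582 to 0.834) and 0.611% (0.483 to 0.773) of nuclei in the same order. The Astrocyte 1 and 3 group was lower, with 8.22% in TBI 1 and 6.92% in TBI 2 against 12.3% in sham and 8.49% in naive, while the counterpart of Astrocyte 2 was higher, with 3.63% and 5.39% against 3.08% and 2.44%. As means of 2 rats, Microglia 1 was 5.90% ± 1.80 in TBI and 3.20% ± 0.0485 in control, and the joined astrocyte group 7.57% ± 0.916 and 10.4% ± 2.66 (SD, n = 2 each). Each of these differences had an exact permutation p = 0.33, the smallest 2 rats against 2 allow. Without TBI 2, the differences of Microglia 1, Microglia 2 and the counterpart of Astrocyte 2 went from 2.70, 0.977 and 1.75 percentage points to 1.43, 0.609 and 0.870, and that of the last was 2.63 points without TBI 1. The difference of the joined astrocyte group, −2.80 points, was −0.918 without sham and −4.68 without naive. Among nuclei of at least 1000 UMIs it was −1.59, with 0.192 points in Microglia 1, 1.31 in Microglia 2 and 0.456 in the counterpart of Astrocyte 2. That cut keeps only 130 of the 2514 Microglia 1 nuclei. The shares of Microglia 1 were therefore small there, at 0.387% in TBI and 0.195% in control.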

The TBI animals had a greater number of nuclei associated with both microglial clusters (Microglia 1 and Microglia 2), while the astrocyte nuclei were lower in TBI animals in Astrocyte 1 and 3 but were higher in TBI animals in Astrocyte 2 when compared to sham.

Differential expression analysis between the control and TBI rats revealed that fifty-four genes were differentially expressed in Microglia 1 (thirty-four upregulated and twenty downregulated in TBI; Table 2) and twenty-four genes in Microglia 2 (nine upregulated and fifteen downregulated in TBI). 

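In Microglia 1, Mx1 and Gpnmb were high in TBI 2, while TBI 1 lay near the controls. Mx1, an antiviral gene, had 13.0 CPM in TBI 1 and 106 CPM in TBI 2 against 2.56 CPM in sham and 14.3 CPM in naive, and Gpnmb, a gene of phagocytic microglia, 4.34 and 68.2 CPM against 2.56 and 3.57 CPM. Both had too few UMIs to be tested. Tmem154, a membrane protein, was lower in both TBI rats, with 13.0 and 19.7 CPM against 51.1 CPM in sham and 50.0 CPM in naive (log2 fold change −1.60, standard error 0.49, adjusted p = 0.999 from edgeR). In Microglia 2, Slfn13, an interferon-induced gene, had 17 and 34 UMIs in TBI 1 and TBI 2 and 1 and 0 UMIs in sham and naive (log2 fold change 4.36, standard error 0.97, adjusted p = 0.839). Apbb3 and Fbxw9 had log2 fold changes of −1.71 and −1.42 in Microglia 2 (standard errors 0.53 and 0.76), with both TBI rats below both controls. EdgeR called 0 of 7638 genes in Microglia 1 and 0 of 6331 in Microglia 2. At an unadjusted p under 0.05 it had 55 and 261, and DESeq2 and limma-voom also called 0. Taking nuclei as replicates, with the paper's thresholds, gave 34 higher and 49 lower genes in Microglia 1 and 10 higher and 57 lower in Microglia 2, a setting that leaves out the spread between rats. Its p-values were adjusted only over genes with an unadjusted p under 0.05.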

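Slfn4, an interferon-induced gene of myeloid cells, had 239 UMIs in TBI 2 and 15 in TBI 1 in Microglia 1, against 10 in sham and 3 in naive (log2 fold change 3.36, standard error 1.16). Spata22 was at 23.9 CPM in TBI 1 and 15.2 CPM in TBI 2 against 25.6 CPM in sham and 179 CPM in naive, so the naive rat decides its log2 fold change of −2.34 (standard error 0.89). Kmo, the kynurenine monooxygenase of microglia, had a log2 fold change of −1.62 (standard error 0.85), with both TBI rats below both controls. Ano5 was nearly absent from TBI 2, at 1.52 CPM, while TBI 1 at 215 CPM lay between sham at 141 CPM and naive at 364 CPM (log2 fold change −1.22, standard error 1.38). Each had an adjusted p = 0.999 in edgeR, and Axl had too few UMIs to be tested. In Microglia 2, Foxred1, a mitochondrial assembly factor, had a log2 fold change of −1.45 (standard error 0.51) and Cd46, a complement regulator, of −1.80 (standard error 0.55), both with TBI below control in every library and an adjusted p = 0.999. Ccdc88b was read from 4 and 2 UMIs in TBI against 9 and 8 in control, and Ccdc141 from 2 and 0 against 5 and 1. Rpl10, a ribosomal gene, had 7 UMIs in Microglia 2, all in TBI 1. In the TBI 2 matrix as a whole, 100% of its entries were stored as 0, against 32.1% in TBI 1, 99.1% in sham and 97.9% in naive.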

The top five DEGs based on *p*-value were *Ano5*, *Axl*, *Spata22*, *Kmo*, and *Slfn4* for Microglia 1 and *Rpl10*, *Foxred1*, *Cd46*, *Ccdc141*, and *Ccdc88b* for Microglia 2. 

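In the counterparts of both microglia clusters, TBI 2 stood apart from the other rats. Over the 10 genes that the paper's Table 2 lists for Microglia 1, among them Axl, Slfn4 and Ano5, complete linkage on Euclidean distances parted TBI 2 from TBI 1, sham and naive. Over the 10 listed for Microglia 2, among them Slfn13, Foxred1 and Cd46, it parted the same library. With the 20 genes of the smallest p in each cluster, which are chosen for the difference, both TBI rats were parted from both controls.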

A hierarchical clustering analysis by complete linkage clustering (Figure 4) did not show clear clustering between the injury and control groups for Microglia 1 but did cluster by injury condition for Microglia 2. Similar to what was observed in our bulk signaling, pathway analysis shows that the DEGs associated with Microglia 1 are enriched for complement signaling. The most significant pathway (Table 3) identified was “Complement System in Neuronal Development and Plasticity” (*p* = 1.03 × 10^−6^). However, when looking at the complement-associated DEGs, it is evident that several complement genes are decreased in our TBI animals compared to control animals, in opposition to what was observed in our bulk RNA sequencing. This included a reduction in the *C1qa*, *C1qb*, and *C1qc* components of the C1q subunit that helps form the C1 complex and is associated with classical complement signaling [44]. 

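In the Microglia 1 nuclei the complement components were lower in TBI as a group, a direction that rests on the naive rat. Of 7 measured components, 1 was higher in TBI and 6 were lower, with a median log2 fold change of −1.38. Against all other genes the list was lower by camera (adjusted p = 0.0179 with the preset correlation, and adjusted p = 0.833 with an estimated correlation). 0 members passed edgeR over all genes. Without the naive rat, the list was higher in TBI than in sham (adjusted p = 0.0105), and without TBI 1 it was lower with an adjusted p = 0.147. The call was also lost with no filter on low counts (adjusted p = 0.125), with limma-voom (adjusted p = 0.129) and without genes mostly stored as 0 (adjusted p = 0.0540). Listed genes of phagocytic microglia behaved alike: of 17 measured, 3 were higher, with a median log2 fold change of −0.49 (camera adjusted p = 0.0207, and 0.833 with an estimated correlation), and it was higher without the naive rat (adjusted p = 1.70e-05) or without TBI 1 (adjusted p = 0.00315). The phagocytic call was lost with no filter (adjusted p = 0.783), with limma-voom (adjusted p = 0.135), in nuclei of at least 1000 UMIs (adjusted p = 0.0586) and without genes mostly stored as 0 (adjusted p = 0.0801).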

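C1qa, C1qb and C1qc were higher in both TBI rats than in the sham rat, and lower than in the naive rat. In Microglia 1, C1qa was at 232 CPM in TBI 1 and 343 CPM in TBI 2, against 189 CPM in sham and 1515 CPM in naive. C1qb was at 154 and 311 CPM against 115 CPM in sham and 1147 CPM in naive, and C1qc at 69.4 and 89.5 CPM against 48.5 and 461 CPM. The log2 fold changes of TBI against both controls were −1.54, −1.41 and −1.63 (standard errors 0.89, 0.97 and 0.90, adjusted p = 0.999 for each in edgeR). Without the naive rat they were 0.57, 0.98 and 0.68. The naive nuclei of this cluster also held fewer transcripts of other cells: listed synaptic genes of neurons took 0.781% of their UMIs, against 2.62% in TBI 1, 2.00% in TBI 2 and 2.80% in sham. The values rest on 107, 226, 74 and 424 UMIs of C1qa in TBI 1, TBI 2, sham and naive. In the whole matrices, 3.56%, 44.7%, 23.7% and 34.3% of the C1qa entries were stored as 0, in the same order. What these zeros add to the small gap between TBI 1 and sham was not tested.

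**Figure D2:**
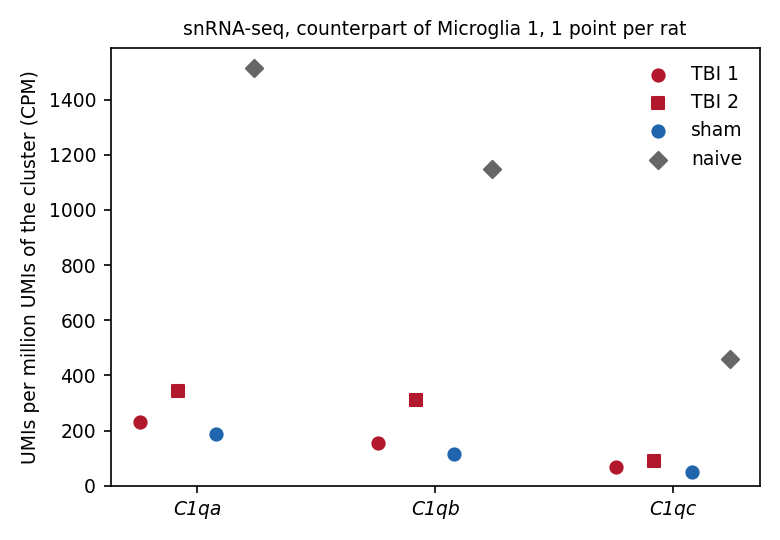
CPM of C1qa, C1qb and C1qc in the Microglia 1 counterpart, on a linear axis, with 1 point per rat (TBI 1 and TBI 2 red, sham blue, naive gray). For C1qa the TBI rats are at 232 and 343 CPM, between sham at 189 CPM and naive at 1515 CPM.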

The second most significant is “Neuroinflammation and Glutamatergic Signaling” (*p* = 6.59 × 10^−6^). Only one pathway was found to be significant in the Microglia 2 cluster after multiple testing corrections, “Genes controlling Nephrogenesis” (*p* = 6.85 × 10^−5^).

Despite the discrepancy between our bulk and single-nucleus data, several inflammatory-associated genes were upregulated in Microglia 1, suggesting that there is still an inflammatory response present within the dentate gyrus at three weeks post-TBI. These genes include three genes that are associated with reactive microglia: *Axl* (Log2FC = 3.97, *p* = 1.41 × 10^−12^), *Cd74* (Log2FC = 1.84, *p* = 7.92 × 10^−6^), and *Stat1* (Log2FC = 1.77, *p* = 7.10 × 10^−5^) [45,46,47].

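In Microglia 1, Axl, a receptor that takes up dying cells, was high in 1 TBI rat: it had 118 UMIs in TBI 2, 4 in TBI 1, 4 in sham and 1 in naive, or 178.9, 8.67, 10.2 and 3.57 CPM. Cd74, the invariant chain of class II molecules, was at 129 CPM in TBI 2, while TBI 1 at 13.0 CPM lay between sham at 10.2 CPM and naive at 42.9 CPM. The log2 fold change of Cd74 was 1.53 (standard error 1.09, adjusted p = 0.999 in edgeR), and Axl fell under the filter on low counts. Without TBI 2 it was −0.90 for Cd74. Of 9 measured interferon response genes 5 were higher, with a median log2 fold change of 0.04 (camera adjusted p = 0.0179 with the preset correlation, and adjusted p = 0.833 with an estimated correlation), and 0 passed adjusted over the list alone. The interferon list lost its call without TBI 2 (adjusted p = 0.726), without sham (adjusted p = 0.949) and with limma-voom (adjusted p = 0.104). From genes it ties to reactive microglia, Axl and Cd74 among them, the paper proposes that an inflammatory response is still present in the dentate gyrus despite the lower C1q genes.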

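In the Astrocyte 1 and 3 group, several genes of the paper's Table 4, chosen there for a difference in the same data, were higher in both TBI rats. Celsr3, a cadherin of axon guidance, was at 49.8 CPM in TBI 1 and 41.2 CPM in TBI 2 against 13.7 CPM in sham and 10.9 CPM in naive (log2 fold change 1.83, standard error 0.26). Plk5, Begain and Cacna1h had log2 fold changes of 1.47, 1.30 and 1.18 (standard errors 0.27, 0.22 and 0.19), and Jhy of −1.68 (standard error 0.31). These 5 genes had an adjusted p = 0.184, the smallest in this group. Plk5 is also a listed gene of dentate granule neurons and leads the largest glutamatergic neuron-like cluster. In the astrocyte group, the granule list passed camera with the preset correlation. It did not pass with an estimated correlation (adjusted p = 0.804) or with limma-voom (camera adjusted p = 0.0773). Rapgefl1 and Dlk2 had log2 fold changes of 1.35 and 1.27 (standard errors 0.33 and 0.34). For other genes 1 rat decides the value: Pld5 was at 182 CPM in TBI 2 and 12.6 CPM in TBI 1, and without TBI 2 its log2 fold change went from 2.56 to −0.36, while Rps23 was at 63.9 CPM in TBI 1 and 0.329 CPM in TBI 2, and without TBI 1 its log2 fold change went from 3.47 to −3.06. Asb15 was at 0 CPM in TBI 1 and 24.7 CPM in TBI 2, and Nme4 at 24.5 CPM in TBI 1 and 0 CPM in the others. EdgeR called 0 of 12591 genes in this group, with 1555 at an unadjusted p under 0.05, limma-voom called 0 and DESeq2 called 178, 115 higher and 63 lower. In the counterpart of Astrocyte 2, edgeR called 0 of 8884 genes, with 209 at an unadjusted p under 0.05, and DESeq2 and limma-voom called 0. Taking nuclei as replicates, at the paper's thresholds, gave 91 higher and 17 lower genes in the joined group and 68 higher and 39 lower in the counterpart of Astrocyte 2.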

For the astrocyte clusters (Figure 5), one-hundred-ten DEGs were identified in Astrocyte 1 (one-hundred-five upregulated and five downregulated; Table 4), one-hundred-four DEGs were identified in Astrocyte 2 (seventy-six upregulated and twenty-eight downregulated), and one-hundred-thirty-five DEGs were identified in Astrocyte 3 (sixty upregulated and seventy-five downregulated). 

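Over the 10 genes that the paper's Table 4 lists for Astrocyte 3, both TBI rats were parted from both controls in the joined astrocyte group. Over the 10 listed for Astrocyte 1, TBI 1 stood apart in the joined group, and over the 10 listed for Astrocyte 2, TBI 2 stood apart. At a resolution of 1.0, chosen after the overlaps were seen, a cluster was matched to Astrocyte 1 alone. There, 10 genes the paper names for Astrocyte 1 parted both TBI rats from both controls. The genes were compared by Euclidean distance and complete linkage on summed UMIs per rat. The paper chose them for a difference in these same data, so a separation by group is not independent evidence.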

A hierarchical clustering analysis using complete linkage clustering (Figure 5B) did not show clear clustering between injury groups in the clusters for Astrocyte 1 and Astrocyte 2 but did cluster by injury condition in Astrocyte 3. 

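Synaptic genes were higher and genes of astrocyte function lower in the TBI rats of the Astrocyte 1 and 3 group. Of 33 measured synaptic genes 29 were higher, with a median log2 fold change of 0.60, and adjusted over the list alone 16 rose and 2 fell. Dnm1, the neuronal dynamin, was at 680 CPM in TBI 1 and 732 CPM in TBI 2 against 398 CPM in sham and 371 CPM in naive. Of 17 measured core astrocyte genes 16 were lower, and adjusted over the list alone 4 fell: the glutamate transporters Slc1a3 and Slc1a2, the potassium channel Kcnj10 and the receptor Fgfr3. Slc1a3 was at 917 and 1172 CPM in TBI and 1707 and 1851 CPM in control. 0 members of either list passed edgeR over all genes. Camera with the preset correlation gave an adjusted p = 8.55e-16 for the synaptic list and 2.75e-07 for the core list, and with an estimated correlation an adjusted p = 0.804 for both. Without TBI 1 the core list had an adjusted p = 0.0676. The core list was also lower in endothelial-like nuclei, in 13 of 13 measured genes with a median log2 fold change of −0.67 (camera adjusted p = 4.75e-07, and adjusted p = 0.694 with an estimated correlation), and in the Astrocyte 1 and 3 group 12 of 13 mitochondrial genes were lower as well (camera adjusted p = 1.78e-04, and adjusted p = 0.804 with an estimated correlation). Part of the synaptic list was taken from the paper's Tables 4 and 5, so its direction here is not independent evidence. The mix of nuclei also differed, at a resolution of 1.0 chosen after the overlaps were seen. The part matched to Astrocyte 1, with a median of 1200 UMIs, was 3.47% and 2.59% of all nuclei in TBI 1 and TBI 2. It was 7.68% in sham and 4.20% in naive. The part matched to Astrocyte 3, with a median of 3231 UMIs, overlapped between groups. What this mix adds to the list shifts of the joined group was not tested. Of 17 measured reactive astrocyte genes 7 were higher (camera adjusted p = 0.832). In the counterpart of Astrocyte 2 the core astrocyte list went the other way and was higher in TBI. There it passed camera with the preset correlation but not with an estimated one (adjusted p = 0.737), and it turned lower without TBI 2 or without sham. Neuronal transcripts also differed in other cells: the median log2 fold change of the synaptic list was 0.44 in endothelial-like and 0.30 in oligodendrocyte precursor-like nuclei. In the counterpart of Astrocyte 2, 23 of 33 synaptic genes were higher, 5 rose adjusted over the list alone and 0 over all genes (camera adjusted p = 8.72e-06, adjusted p = 0.737 with an estimated correlation, and 0.0664 without the naive rat).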

A pathway analysis for all three astrocyte clusters suggests changes in genes associated with neuroinflammation and altered synaptic signaling (Table 5).

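Among genes at an unadjusted p under 0.05 in edgeR, Microglia 1 had 28 higher and 27 lower in TBI, and Microglia 2 had 146 higher and 115 lower. The Astrocyte 1 and 3 group had 841 higher and 714 lower, and the counterpart of Astrocyte 2 had 143 higher and 66 lower. These splits move with the scaling. With library sums and no TMM factors there were 218 higher and 61 lower in Microglia 2, 1080 and 507 in the Astrocyte 1 and 3 group, and 162 and 40 in the counterpart of Astrocyte 2. Limma-voom gave 12 higher and 44 lower in Microglia 1 and 83 and 185 in Microglia 2, and DESeq2 gave 4 and 6 in Microglia 1. 0 of the edgeR genes passed an adjusted p under 0.05.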

There was a disproportionate amount of upregulated DEGs in our bulk RNA sequencing data compared to most microglial and astrocyte clusters in our single-nucleus dataset. This skew towards upregulated genes in our bulk data may be due to our exclusion of neuronal cell populations from our complete analysis. As post-mitotic cells, neurons have high transcriptional activity compared to other cell types in the brain [48]. This may also reflect changes in the abundance of specific mRNA transcripts outside the nucleus due to post-translational modifications that can influence mRNA abundance and longevity [49]. Alternatively, it may be due to technical differences between bulk and single-nucleus RNA sequencing. Bulk sequencing averages out the expression of genes across cell types, and as such the differential regulation of the same gene between different cell types can eliminate changes that are appreciable at single-cell resolutions. Additionally, single-nucleus RNA sequencing generally captures a smaller subset of available RNA because it does not include RNAs found outside of the nucleus [50].

Taken together, there is evidence for an overall increase in neuroinflammation-related genes despite lacking complete accordance on the pathways that are increased at three weeks after TBI. Ultimately, the differences in these datasets underscore the complementary nature of bulk RNA sequencing and single-nucleus sequencing technologies in untangling the complex neuroinflammatory response to TBI.

## 3. Discussion

Given the high incidence of TBI and its enduring implications on cognitive function, our aim was to assess the transcriptional changes that cells in the dentate gyrus of the hippocampus undergo at three weeks after TBI. Briefly, our data showed a significant upregulation in the transcription for components of the complement system in the bulk-sequenced specimens. Due to the overrepresentation of inflammatory pathways in our bulk sequencing, we chose to focus on microglial and astrocyte clusters when analyzing our single-nucleus RNA-seq dataset. The microglia DEGs were enriched for pathways associated with phagocytosis, while the astrocytes exhibited enrichment in pathways for neuroinflammation and glutamatergic signaling as well as hippocampal synaptogenesis and neurogenesis.

Our bulk RNA sequencing findings are consistent with a number of studies in clinical and animal models that demonstrated a role for complement activation after TBI. Under healthy conditions, the complement system is a component of the innate immune system, which comprises a family of proteins that activate one another in an amplification cascade, usually culminating in inflammatory signaling, opsonization, or removal of foreign bodies or cellular debris [51]. The complement system performs these roles in the brain, protecting it from infection [52] and removing fragments of apoptotic cells as well as aggregated proteins [53,54]. More interestingly, it contributes to synaptic pruning by way of astrocytes, which express the complement proteins, opsonizing specific synapses for phagocytosis by microglia [36,37,55]. Additionally, it plays a role in neurogenesis, with some mediators (C3 and C5) encouraging maturation and migration and others (C3d and CR2) inhibiting them [56,57,58].

In contrast, the complement system takes on a more pro-inflammatory role in the brain after trauma, contributing to secondary injury. Bellander et al. found increased presence of complement components C1q, C3b, C3d, and the membrane attack complex (MAC) composed of C5b-9 in the penumbra around the contused brain tissue [59], whereas Kossmann et al. found increased levels of C3 and factor B (fB) in the CSF of TBI patients [60]. Moreover, numerous studies in animal models have shown supporting findings by manipulating the complement system after TBI. Kaczorowski et al. inhibited the system with the use of soluble CR1 (sCR1) and found a decrease in neutrophil infiltration into brain tissue [61]. Rancan et al. showed that transgenic mice expressing a soluble complement inhibitor (sCrry) experienced less neurologic impairment after TBI compared to wild-type mice [62]. Leinhase et al. built on this by injecting brain-injured mice with recombinant sCrry, finding that inhibiting the complement system in this way allowed for decreased tissue destruction in the hippocampus and better neurologic function [63], showing great promise for this system as a potential therapeutic target after TBI.

Nevertheless, with the rise of sequencing information technologies in the recent past, there is great utility in examining these system dynamics as they occur without experimental intervention, leaving room to uncover their molecular and cellular interactions more broadly. This is of particular interest as the complement system has been shown to effect change by interacting with astrocytic and microglial cell populations [36,37,54,55,64]. Indeed, transcriptomic studies, focusing mostly on the acute phase after TBI, have found increases in astrocytic and microglial cell populations along with upregulation of inflammatory pathways, including chemokine and interleukin signaling [28,65]. A similar pattern of activation and inflammatory function was detected by Arneson et al., who also interestingly uncovered an increase in calcium/calmodulin signaling by astrocytes, a finding mirrored by our data in which all three astrocyte groups showed upregulation of the *Camk2a* and *Camk2b* genes [31]. 

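Camk2a and Camk2b, the main neuronal chains of the calcium and calmodulin-dependent kinase, were higher in both TBI rats in the Astrocyte 1 and 3 group. Camk2a was at 1014.7 CPM in TBI 1 and 1035.6 CPM in TBI 2 against 570.4 CPM in sham and 638 CPM in naive (log2 fold change 0.70, standard error 0.15). Camk2b was at 747 and 1009.6 CPM against 443.5 and 462 CPM (log2 fold change 0.89, standard error 0.18). Both had an adjusted p = 0.190 in edgeR over all genes of this group. In the counterpart of Astrocyte 2, Camk2b had a log2 fold change of 0.63 (standard error 0.38) and Camk2a of 0.06 (standard error 0.37), with 1311 and 1267 CPM of Camk2a in TBI and 1168 and 1209 CPM in control. Without the integration of libraries, the log2 fold change of Camk2a there was −0.030.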

Further linking astrocytic and microglial interactions with complement activation, Zheng et al. found communication between microglia and endothelial cells via components of the complement system (C1qa-Cd93) [30]. Other studies found significant amplification of transcribed genes that were flagging pathway terms, including “complement and coagulation cascades” and “innate immunity”, in their analyses [64,66]. One of note even identified this upregulation of complement at a timepoint closer to our own, 14 days after injury, and yet another at much later timepoints up to 2 years after injury [65,67].

Interestingly, while the list of DEGs from our Microglia 1 single-nucleus cluster was significantly enriched for complement-related genes, several of the associated genes were downregulated compared to our control animals. Specifically, genes associated with the components of the C1q subunit of the C1 complex were downregulated, suggesting that the classical complement pathway was reduced in Microglia 1 nuclei. At one day and two weeks following LFPI, Catta-Preta et al. assessed the transcriptional changes within the rat hippocampus and found that a subset of genes associated with inflammatory pathways were upregulated at both timepoints, while others had a delayed upregulation [26]. 

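C4a was almost absent from the nuclei, with 2 UMIs in TBI 1, 0 in TBI 2, 1 in sham and 2 in naive over all cell types. This depth cannot show a difference between TBI and control. In TBI 2, 100% of the C4a entries were stored as 0, against 0% in TBI 1, sham and naive, so its 0 UMIs may not mean absence.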

In that study, several genes relating to complement signaling were persistently upregulated at both timepoints, while other complement genes were associated with delayed increase, including *C4a*, which we observed in our bulk sequencing but not our single-nucleus RNA sequencing. This study utilized bulk RNA sequencing, making it most comparable to our bulk RNA sequencing dataset and suggesting that complement signaling may be increased persistently up to three weeks post-injury.

Our results show the prevalence of complement activation in our bulk-sequenced data and are consistent with the literature. Our exploration of microglial and astrocytic activation in the single-nucleus-sequenced data provide further evidence of neuroinflammation, but either shows a downregulation or lacks many of the genes associated with complement activation that were observed in our bulk RNA sequencing. This discrepancy may be due to the differences between the two sequencing technologies [68,69] or typical localization of mRNA transcripts, but it is also possible that the observed changes in complement could be attributed to an unexpected cell type.

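C1q transcripts were concentrated in microglia-like nuclei. C1qa was at 297 CPM in microglia-like, 17.8 CPM in astrocyte-like and 1.61 CPM in glutamatergic neuron-like nuclei, and 61.4% of its 1625 UMIs came from microglia-like nuclei. LOC103689965 was at 94.9 CPM in pericyte-like and 31.3 CPM in endothelial-like nuclei, from 15 and 36 UMIs over the 4 rats, with 16.2 CPM in glutamatergic neuron-like nuclei, which held 68.2% of its 2002 UMIs through their number. Serping1 had 109 UMIs in all, of which 5 were in pericyte-like nuclei, at 31.6 CPM, too few to rank the cell types. C1r was at 5.60 CPM in glutamatergic neuron-like, 12.1 CPM in astrocyte-like and 19.1 CPM in endothelial-like nuclei, and C1s at 1.07, 4.84 and 3.48 CPM, where the endothelial-like values rest on 22 and 4 UMIs. The glutamatergic neuron-like nuclei, the most numerous, held 58.1% of the UMIs of C1r and 42.5% of those of C1s. Clu was at 711 CPM in astrocyte-like nuclei, which held 56.0% of its UMIs. Over all nuclei, LOC103689965 was at 14.3 and 13.9 CPM in TBI and 14.5 and 19.1 CPM in sham and naive (log2 fold change −0.32, adjusted p = 0.982 from edgeR). C1qa was at 9.72 and 15.7 CPM in TBI and at 5.61 and 20.2 CPM in sham and naive over all nuclei. Transcripts free in the droplets may add to the share of the most numerous cells, which was not measured here. Among nuclei of at least 1000 UMIs, microglia-like nuclei held 29.7% and astrocyte-like nuclei 36.1% of the C1qa UMIs. That cut keeps 751 of the 3147 microglia-like nuclei but 4383 of the 5057 astrocyte-like nuclei, so a lower microglial share follows from it.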

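In the Astrocyte 1 and 3 group, Ptpn6, a phosphatase of immune cells, was read from 12 and 10 UMIs in TBI and 7 and 14 in sham and naive, or 2.92 and 3.29 CPM against 1.77 and 2.68 CPM (log2 fold change 0.39, standard error 0.57, adjusted p = 0.830 from edgeR).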

Delving into the astrocytic nuclei changes shows significant enrichment in pathways such as “neuroinflammation and glutamatergic signaling” but also in “hippocampal synaptogenesis and neurogenesis” by way of upregulation of genes including *Camk2a*, *Camk2b*, *Nrxn1*, and *Ptpn6*. This becomes more intriguing in the context of some transcriptomic studies after TBI, one of which found increased activity of the “innate immunity” pathways but also in those for “axon guidance”, and another found *Nup62* responsible for increasing cell division [29,32]. Additionally, transcriptional changes occurring in the chronic setting after TBI at 30 and 90 days post-injury, as noted by Makinde et al., were associated with pathways for “synaptic plasticity” and “regulation of long-term synaptic potentiation” [70]. Indeed, investigating some of our implicated genes shows that numerous studies have implicated *Camk2a, Camk2b,* and *Nrxn1* in neurogenesis and neuroplasticity through neuritic branching, pruning, and assembly [71,72,73,74,75]. Further, these astrocytic changes could be linked to complement upregulation through the overexpression of *Ptpn6* in our data, which was found to be linked to *C1s* [76], and to neuroplasticity with the overexpression of the closely related PTPN5 [70].

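Map1a, which binds microtubules, was at 409.6 CPM in TBI 1 and 1458 CPM in TBI 2 in the counterpart of Astrocyte 2, against 219 CPM in sham and 382 CPM in naive. Mapk8ip2, a scaffold of the JNK kinases, was at 155 and 352 CPM in TBI against 88.1 and 98.0 CPM in control. Their log2 fold changes were 1.59 and 1.39 (standard errors 0.50 and 0.40, adjusted p = 1.000 from edgeR for both), with every TBI library above every control library. Ddn, Agap2 and Hpcal4, which the paper lists as higher in this cluster, had log2 fold changes of 1.59, 1.43 and 1.41 (standard errors 0.43, 0.41 and 0.47). As they were chosen from the same data, their direction here is not independent evidence. EdgeR called 0 of 8884 genes in this cluster. S100b, a calcium-binding protein of astrocytes, had a log2 fold change of 1.28 (standard error 0.51), with the naive rat above TBI 1. TBI 2 had the highest level of Map1a and Mapk8ip2.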

In our Astrocyte 2 cluster, the genes *Map1a* and *Mapk8ip2* were upregulated in the TBI animals compared to sham. These genes are important for microtubule maintenance [77,78]. However, microtubule changes in astrocytes remain relatively poorly understood [79]. In TBI-associated neurodegenerative pathologies, microtubule disturbances often occur with tau-related changes in neurons, but glial tau pathology has been observed in hippocampal astrocytes [80,81]. Tau-related changes can happen within one day after TBI in tauopathy mouse models [82], and accumulated tau has been shown to be a potent immune target and contribute to synapse loss [83].

We noted in our hierarchical clustering of Microglia 1 (Figure 4B) and Astrocytes 1 and 2 (Figure 5A,B) that the TBI animals did not cluster together with complete linkage clustering. This may be due to outliers present within our datasets as complete linkage clustering utilizes the maximum dissimilarity value between clusters and therefore is vulnerable to outliers [84]. However, it could also be due to variability in TBI severity.

We recognize that there are limitations to the present study. Notably, our results were obtained from a small group of animals. Only male rats were utilized, so the generalizability to female rats may be limited. Additionally, for our single-nucleus RNA sequencing data, we only focused on changes to microglia and astrocytes due to the prominent change in inflammatory-related genes observed in our bulk RNA sequencing data. While we chose to focus on the two microglial populations that we identified, it is necessary to point out that single-nucleus RNA sequencing may lack the sensitivity to observe all the microglial transcriptional states relevant to TBI-induced neuroinflammation [85]. There are likely important changes occurring in the other cell populations that we have identified, and differentially expressed genes from all clusters can be found in the Supplementary Materials. Neuronal populations can likely be further localized within the dentate gyrus [86], but this was outside the scope of our study. Furthermore, there was a disproportionate amount of upregulated DEGs in our bulk RNA sequencing data compared to most microglial and astrocyte clusters in our single-nucleus dataset. This skew towards upregulated genes in our bulk data may be due to our exclusion of neuronal cell populations from our complete analysis. As post-mitotic cells, neurons have high transcriptional activity compared to other cell types in the brain [48]. This may also reflect changes in the abundance of specific mRNA transcripts outside the nucleus due to post-translational modifications that can influence mRNA abundance and longevity [49]. Alternatively, it may be due to technical differences between bulk and single-nucleus RNA sequencing. Bulk sequencing averages out the expression of genes across cell types, and as such differential regulation of the same gene between different cell types can eliminate changes that are appreciable at single-cell resolutions. Additionally, single-nucleus RNA sequencing generally captures a smaller subset of available RNA because it does not include RNAs found outside of the nucleus [50]. The dataset is publicly available for further investigation at the Gene Expression Omnibus (GSE307917), and the differentially expressed genes from this study are found in the Supplementary Materials.

To our knowledge, only a single other study has assessed changes to the isolated dentate gyrus after TBI. Bielefeld et al. assessed nestin-positive cells that were isolated from the dentate gyrus 15 days post-injury by flow cytometry followed by single-cell RNA sequencing, with a primary focus on neuronal stem cell differentiation into astrocytes and neurons in male mice [15]. This study found that TBI switched neural stem cell differentiation to favor neurogenesis over astrogliogenesis, in opposition to what occurs in the healthy brain [15]. Our study utilized whole tissue from the isolated dentate gyrus without prior flow sorting. Despite our recognized shortcomings, we believe that our findings are congruent with other studies that used non-sequencing techniques, and that our study adds further evidence for prolonged neuroinflammatory changes within the dentate gyrus after TBI.

In conclusion, the aim of our study was to assess the transcriptional changes that occur in the dentate gyrus at three weeks after injury both at the global and cellular levels. Our data suggests evidence of increased neuroinflammatory response at three weeks after TBI, but our findings differed based on the sequencing technology utilized. Generally, our findings are consistent with those of other transcriptomic studies that identified roles for complement as well as other pathways for both neuroinflammation and neurogenesis. More work is warranted to further elucidate whether these pathways contribute to a detrimental or protective neuroinflammatory response.

## 4. Materials and Methods

### 4.1. Animals and Experimental Design

Male Sprague-Dawley rats (248–476 g at injury, approx. 8–15 weeks old) were obtained from Envigo (Indianapolis, IN, USA). Rats were allowed to acclimate within the University of Cincinnati animal vivarium for at least one week prior to any procedures. Vivarium temperature was maintained at a constant temperature, and animals were initially housed in pairs on a 14/10 h light/dark cycle in filter top cages with food and water available ad libitum. Following surgical procedures (detailed below), rats were singly housed with enrichment until euthanasia. As described in more detail below, rats received TBI, were euthanized three weeks after injury, and the dentate gyrus was dissected out and processed for bulk RNA-seq (*n*_Sham_ = 3, *n*_TBI_ = 3) or single-nucleus RNA-seq (*n*_Control_ = 2, *n*_TBI_ = 2). For the single-nucleus study, one sham and one naïve animal were grouped into a single control group.

All animal experiments were approved by the University of Cincinnati’s Institutional Animal Care and Use Committee, and all experiments conformed with the National Institute of Health ‘Guide for Care and Use of Laboratory Animals’ [87].

### 4.2. Lateral Fluid Percussion Injury Model

TBI was induced using a LFPI model, as previously described [88]. In brief, animals were anesthetized using isoflurane (4% induction, 2–3% maintenance) and a 4 mm diameter craniectomy was made with a trephine hand-drill centered over the right parietal cortex at 4 mm lateral to midline and 2.5 mm caudal to bregma. A Luer-lock hub was affixed to the skull using cyanoacrylate adhesive (Super Glue, Loctite, Rocky Hill, CT, USA) to form a water-tight seal. A set screw was placed on the left frontal bone, and dental cement was used to further adhere the hub to the skull. The hub was filled with sterile saline and a Luer-lock cap was screwed on.

Animals received a single dose of extended-release buprenorphine (ZooPharm, Fort Collins, CO, USA) via subcutaneous injection for analgesic. Three days after the initial craniectomy, rats were anesthetized with isoflurane (4% for 5 min) and attached to the Luer-lock end of the LFPI device. Animals were checked for minimal consciousness using a toe-pinch, and, upon first retraction in response to toe pinch, a moderate TBI was induced by delivering a fluid pulse to the intact dura (2.14 atm; stdev = 0.11). Following injury, animals were removed from the device and spontaneous RRT was recorded as an additional confirmation of injury severity. After righting, animals were immediately re-anesthetized using 4% isoflurane and the Luer-lock hub was removed, and their incision was closed. Sham animals underwent all surgical procedures except for fluid pressure pulse delivery. Naïve animals did not undergo any surgical procedures.

### 4.3. Euthanasia and Tissue Acquisition

Three weeks following TBI, animals were immobilized using DecapiCone (Braintree Scientific, Braintree, MA, USA) and euthanized by rapid decapitation using a guillotine. The whole brain was dissected out, and the hippocampal dentate gyrus was isolated as described previously [89]. In brief, the brain was removed and placed into ice-cold 1x phosphate-buffered saline (PBS). Under a dissection microscope, brains were hemisectioned at the sagittal suture, and the medial side of the hippocampus was exposed to visualize the dentate gyrus. A 27G needle tip was then used to isolate the ipsilateral dentate gyrus. Tissue was immediately flash frozen and stored at −80 °C until processing for bulk (*n* = 3/group) or single-nucleus (*n* = 2/group) RNA sequencing.

### 4.4. Bulk RNA-Seq Sample Preparation and Analysis

The isolated dentate gyrus was placed in RNAlater-Ice (Ambion, Austin, TX, USA; cat# AM7030) and stored at −20 °C until sequencing by the University of Cincinnati Genomics Epigenomics and Sequencing core for extraction, processing, and sequencing. RNA-seq library preparation was conducted using NEBNext Ultra II Directional RNA Library Prep Kit (New England Biolabs, Ipswich, MA, USA; cat#E7760), as per manufacturer instructions, and polyA RNA sequencing was conducted using an Illumina NextSeq 2000 (Illumina, Inc., San Diego, CA, USA) with paired end reads (2 × 61bp). Adapter sequences (AGATCGGAAGAGCACACGTC; AdapterRead2: AGATCGGAAGAGCGTCGTGT) were trimmed from reads and demultiplexed prior to exporting FASTQ files from Illumina BaseSpace (Illumina, Inc., San Diego, CA, USA).

Using the ExpressAnalyst.ca platform [90] (within a Docker container on Mac OS: Apple M3 Pro, 36GB memory), FASTQ paired-end reads were uploaded and processed and mapped to the reference for Rattus norvegicus (GCF_000001895) using Kallisto under the default settings (min # reads per gene = 20). After mapping, the RNA count table was uploaded to ExpressAnalyst’s web-browser-based tools for differential expression analysis. Data was first filtered and normalized. Unannotated features were filtered out. Across the 6 samples, 31,715 features were initially identified by ExpressAnalyst, and 87% were successfully annotated (27,678 features). On average, samples had 3.02 × 10^7^ counts prior to filtering and normalization. Low-abundance samples were excluded using the sum method with a low abundance filter threshold of 4 (default). Features with a variance percentile rank lower than 15 were excluded so that only genes expressed across conditions were included. Samples were normalized by Log2 counts per million (logCPM) transformation for visualizations only (Figure A1).

Differential expression analysis was conducted using DESeq2 within ExpressAnalyst, comparing injury condition (sham vs. TBI) as the primary factor with no secondary factor. Unnormalized counts were input into DESeq2 as normalization is integrated into the DESeq2 workflow. DEGs with a *p* < 0.05 were adjusted for multiple testing within GraphPad Prism (version 10.0.3; GraphPad Software Inc., Boston, MA, USA) based on FDR (*Q* = 1%; Benjamini and Hochberg), and a *q* < 0.05 was considered significant. Genes with an absolute Log2FC ≥ 1.5 were considered to be significantly differentially expressed. DEGs were plotted as volcano plots using the EnahancedVolcano (v1.22.0) package within R (version 4.4.1) [91]. To generate heatmaps, z-scores were calculated for the top 20 DEGs ranked by *p*-value and were plotted using the ComplexHeatmap (v2.20.0) package [92]. Hierarchical clustering within heatmaps was conducted utilizing ComplexHeatmap’s default complete linkage method.

### 4.5. Single-Nucleus RNA-Seq Sample Preparation and Analysis

Nuclei were isolated from the dentate gyrus using the Nuclei EZ prep kit (NUC101; Sigma-Aldrich, St. Louis, MO, USA) as per manufacturer instructions, and each animal was processed individually. Isolated nuclei were submitted for sequencing by the Cincinnati Children’s Hospital and Medical Center Single Cell Genomics Core and were sequenced using the 10x Genomics platform (3’ v3.1 Single Index). Raw reads were aligned to the rat genome (Rnor 6.0) using Cell Ranger (v6.1.2), including both exons and introns. Matrices from Cell Ranger were imported into R (version 4.4.1),, where they were merged. Quality control was conducted using the Seurat (v5.1.0) and SeuratObject (v5.0.2) packages based on established workflows [93,94] (Figure A2). Prior to filtering, 55,863 nuclei were present in our samples. Nuclei were filtered out if they contained less than 500 unique molecular identifiers (UMI), less than 300 features, less 0.8 log10GenesPerUMI, greater than 5% mitochondrial genes, or greater than 2% ribosomal genes. Following filtering, 55,123 nuclei remained for analysis.

The filtered data was then log-normalized with a scaling factor of 10,000. Data was scaled to prevent highly expressed genes from dominating downstream analysis. The first 25 principal components were utilized for dimensional reduction by principal component analysis (PCA) based on the elbow plot leveling out between 20 and 30 principal components (Figure A2E). A UMAP was generated at a resolution of 0.6. A resolution of 0.6 was chosen based on the relative stability across resolutions visualized with a Clustree (Figure A2F) [95] while providing a biologically reasonable number of clusters that were not overly fragmented. Data was integrated using canonical correlation analysis (CCA). CCA identifies conserved sources of variation across groups as a way to identify genes most likely to distinguish cell types [96]. Twenty-four unique clusters were identified, and marker genes for each cluster were identified. The top 30 marker genes for each cluster were imported into the online tool “Annotation of Cell Types” (ACT) [43]. Within ACT, marker genes were compared against a reference database for the mouse hippocampus and the mouse whole brain as no rat-specific reference was available. For several neuronal clusters, inputting the marker genes against the mouse hippocampal and whole-brain datasets resulted in different cluster identification dependent upon the tissue dataset used. In those instances, canonical marker genes were utilized. Cell types containing *Slc17a7* or *Slc17a6*, the genes encoding VGLUT1 and VGLUT2, respectively, and lacking traditional GABAergic markers, *Gabra1*, *Gad1*, and *Gad2*, were labeled as glutamatergic neurons, while clusters with the inverse were labeled as GABAergic neurons. Oligodendrocyte maturity was determined automatically using ACT and represents differences in marker genes associated with the extent of myelination (reviewed in [97]). As such, our “Oligodendrocyte” cluster represents non-myelinating oligodendrocytes, while the “Mature Oligodendrocyte” clusters represent myelinating oligodendrocytes.

Based on our findings from the bulk RNA-seq data, we chose to focus our analysis on microglial and astrocytic clusters. Within these clusters, control (sham or naïve) and TBI animals were compared by differential expression analysis using a non-parametric Wilcoxon Rank Sum test (default in *Seurat*). Differentially expressed genes with an unadjusted *p* < 0.05 were adjusted for multiple testing within GraphPad Prism (version 10.0.3; GraphPad Software Inc., Boston, MA, USA) based on FDR (*Q* = 1%; Benjamini and Hochberg). Genes with *q* < 0.05 with a Log2FC > 1.5 were considered significant DEGs and were visualized as volcano plots using the Enhanced Volcano Package (v1.22.0).

Heatmaps were generated by subsetting the microglial and astrocytic clusters and performing pseudobulking using the AggregateExpression function within Seurat. The top 20 DEGs (*q* < 0.05 and Log2FC > 1.5) based on *p*-value were identified and z-scores were calculated to generate heatmaps using the ComplexHeatmap (v2.20.0) package. Hierarchical clustering was conducted utilizing ComplexHeatmap’s default complete linkage method.

### 4.6. Pathway Analysis

For both the bulk and single-nucleus RNA-seq datasets, we identified signaling pathways associated with our DEGs using iLINCS [98]. The gene names of all DEGs with Log2FC and *p*-values were submitted to iLINCS using the ‘Signatures’ tool. To be more inclusive of DEGs for pathway analysis, all DEGs were passed to iLINCS regardless of Log2FC. As such, iLINCS default absolute Log2FC > 0.5 was used for pathway analysis inclusion. The top 100 recognized DEGs were used as a signature and were then passed to Enrichr [99] within iLINCS. Within Enrichr, we utilized the ‘WikiPathways 2024 Human’ database [100] to identify potential pathways impacted by TBI. Figures were generated within GraphPad Prism by taking the −log (*p*-value) for each pathway. Enrichr calculates *p*-values using a Fisher exact test and adjuste for FDR using Benjamini and Hochberg and a significance of *q* < 0.05 was considered significant.

## Figures and Tables

**Figure 1:**
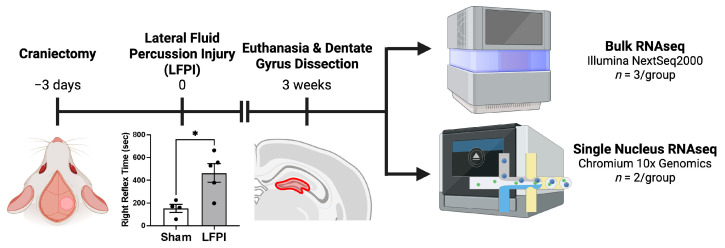
Experimental timeline: Rats underwent a craniectomy three days prior to TBI induced by lateral fluid percussion injury (LFPI) or sham injury. TBI rats had significantly increased righting reflex time compared to sham animals (mean ± standard error; * corresponds with a *p* < 0.05; *p* = 0.0146). Three weeks post-injury, rats were euthanized, and the ipsilateral hippocampal dentate gyrus was dissected out and processed for bulk RNA sequencing (NextSeq2000; Illumina, Inc., San Diego, CA, USA) or single-nucleus RNA sequencing (Chromium 10x Genomics; 10x Genomics, Inc., Pleasanton, CA, USA). Created in BioRender. DeSana, A. (2025) https://BioRender.com/eyfapfv (accessed on 30 July 2025).

**Figure 2:**
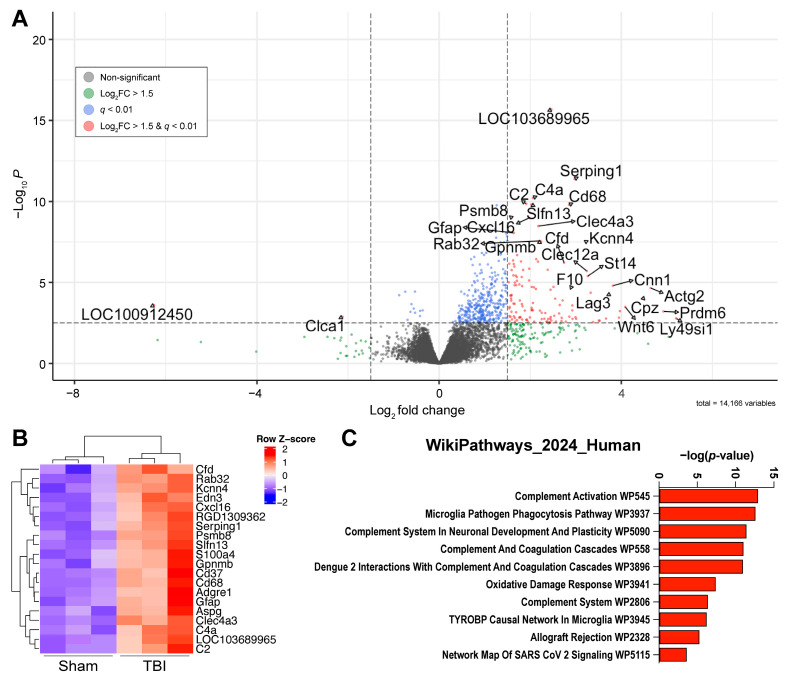
Differentially expressed genes suggest upregulation of genes involved in neuroinflammation and complement activation: following TBI, 126 genes were upregulated in TBI rats, with 2 genes downregulated compared to sham injured rats. (**A**) Volcano plot representing differentially expressed genes (*q* < 0.01 and Log2FC > 1.5), where each dot represents an individual gene. Genes with a Log2FC > 0 represent an increase in TBI rats compared to sham rats, and Log2FC < 0 represents a decrease in TBI compared to sham. (**B**) Hierarchical clustering with complete linkage shows a separation in gene expression between sham and TBI rats, with various genes involved in neuroinflammation upregulated with injury. (**C**) Pathway analysis mapped to the ‘WikiPathways 2024 Human’ database further suggests neuroinflammatory activation in the dentate gyrus at 3 weeks post-TBI, and several of the implicated pathways involve complement activation.

**Figure 3:**
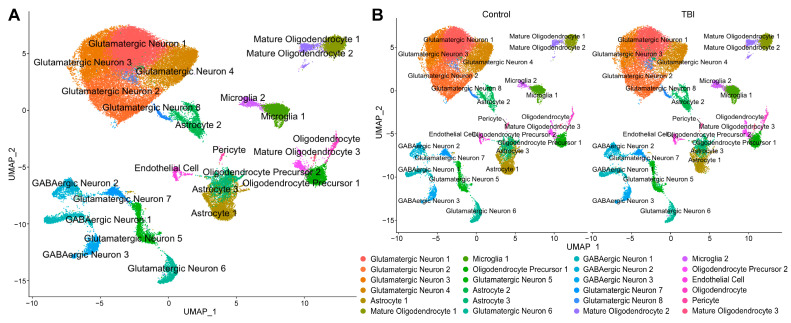
Single-nucleus RNA sequencing clustering: (**A**) UMAP clustering of nuclei shows 24 distinct clusters that were assigned to glutamatergic neurons, GABAergic neurons, astrocytes, microglia, oligodendrocyte precursor cells, oligodendrocytes, mature oligodendrocytes, endothelial cells, and pericytes. (**B**) When the UMAP was split by injury condition, some differences in intercluster relationships are appreciable.

**Figure 4:**
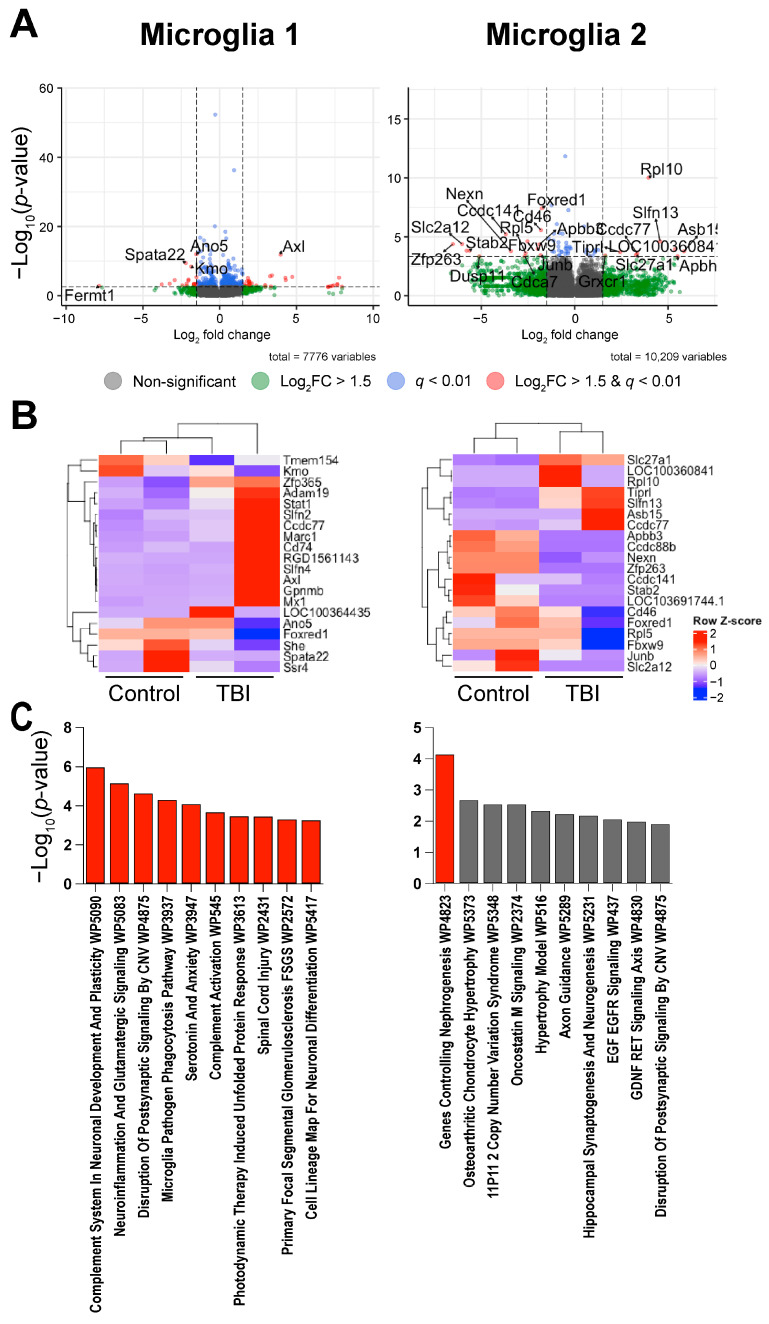
Single-nucleus RNA sequencing suggests microglial involvement in complement signaling: (**A**) differential expression analysis within each microglial cluster revealed significantly up- and downregulated genes (*q* < 0.01 and Log2FC > 1.5) between TBI and control animals, with (**B**) hierarchical clustering with complete linkage showing a clear separation between control and TBI rats in the Microglia 2 cluster, with less consistent separation between groups in the Microglia 1 cluster. (**C**) Pathway analysis revealed that the nuclei from Microglia 1 likely represent a pro-inflammatory microglial population with evidence of complement signaling, while Microglia 2 likely represents a homeostatic microglial population. Red bars represent significant findings by Fisher exact test with Benjamini and Hochberg correction: q < 0.05, while gray bars represent non-significant findings.

**Figure 5:**
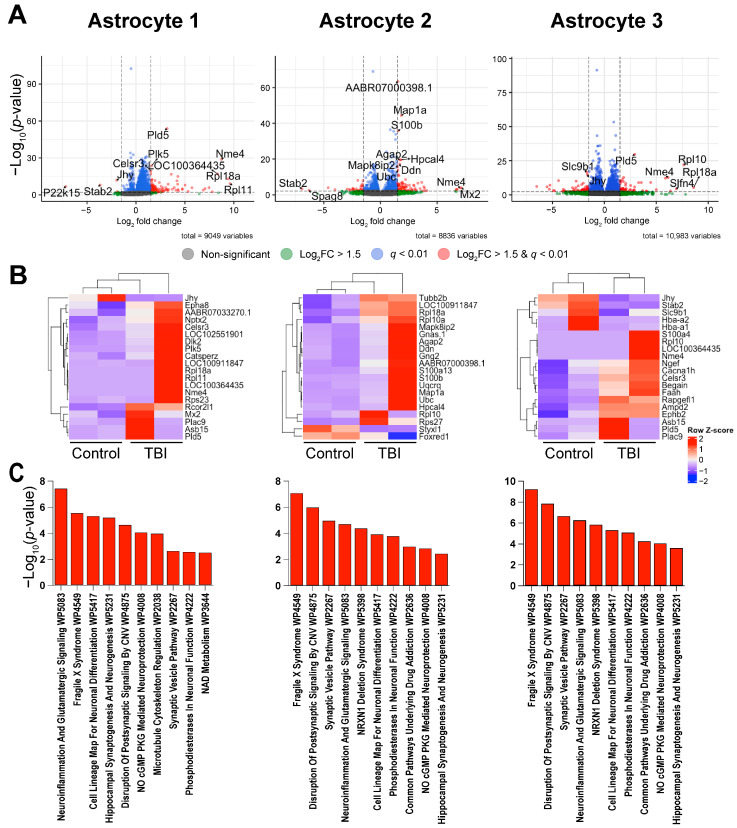
Changes in astrocyte gene expression three weeks after TBI: (**A**) differential expression analysis within each cluster revealed significantly up- and downregulated genes (*q* < 0.01 and Log2FC > 1.5) within the three astrocyte clusters between control and TBI animals. (**B**) Hierarchical clustering analysis showed inconsistent separation between the Astrocyte 1 and Astrocyte 2 clusters but clear separation in the Astrocyte 3 cluster. (**C**) Pathway analysis suggests that all three astrocyte clusters show evidence of increased neuroinflammation and altered signaling. Red bars represent significant findings by Fisher exact test with Benjamini and Hochberg correction: *q* < 0.05.

**Table 1:** Bulk RNA-seq pathway analysis.

Term	DEGs in Dataset/Genes in Pathway	*p*-Value	Adjusted *p*-Value (*q*-Value)	Odds Ratio	Combined Score	DEGs in Pathway
Complement Activation WP545	8/23	9.66 × 10^−14^	2.05 × 10^−11^	120.54	3612.29	*Cfd; C1qb; C1qa; C4a; C1s; C1r; C2; C1qc*
Microglia Pathogen Phagocytosis Pathway WP3937	9/40	2.23 × 10^−13^	2.36 × 10^−11^	66.32	1931.98	*C1qb; C1qq; Tyrobp; Ncf1; Arpc1b; Cyba; Ptpn6; Vav1; C1qc*
Complement System In Neuronal Development And Plasticity WP5090	11/106	3.30 × 10^−12^	2.33 × 10^−10^	26.98	713.36	*C1qb; Cfd; C4a; C1qa; Tgfb; C1s; C1r; Axl; Serping1; C2; C1qc*
Complement And Coagulation Cascades WP558	9/58	8.09 × 10^−12^	4.03 × 10^−10^	41.92	1070.62	*Cfd; C1qb; C1qa; C1s; F10; C1r; Serping1; C2; C1qc*
Dengue 2 Interactions With Complement And Coagulation Cascades WP3896	9/59	9.50 × 10^−12^	4.03 × 10^−10^	41.08	1042.51	*Cfd; C1qb; C1qa; C1s; F10; C1r; Serping1; C2; C1qc*
Oxidative Damage Response WP3941	6/40	3.51 × 10^−8^	1.24 × 10^−6^	38.96	668.74	*C1qb; C1qa; C1s; C1r; C2; C1qc*
Complement System WP2806	7/95	3.68 × 10^−7^	1.12 × 10^−5^	17.71	262.38	*Cfd; C4a; C1s; F10; Serping1; Icam1; C2*
TYROBP Causal Network In Microglia WP3945	6/62	5.17 × 10^−7^	1.37 × 10^−5^	23.63	342.04	*Tyrobp; Npc2; Cd37; Capg; Cxcl16; C1qc*
Allograft Rejection WP2328	6/90	4.70 × 10^−6^	1.11 × 10^−4^	15.73	192.98	*C1qb; C4a; C1qa; Tgfb1; C2; C1qc*
Network Map of SARS-CoV 2 Signaling WP5115	7/254	2.24 × 10^−4^	0.00474164	6.26	52.61	*Lgals3bp; Trpm2; C1s; C1r; Ctsz; Ptpn6; Cxcl16*

Top 10 pathways identified by Enrichr using the WikiPathways 2024 Human dataset. *p*-values computed within Enrichr by Fisher exact test, with *p*-values adjusted for multiple testing using Benjamini–Hochberg method. Odds ratios were derived by Enrichr based on comparisons against computed mean ranks from random gene sets, as analyzed by Fisher exact test. Combined scores were computed by Enrichr from the Fisher exact test by multiplying the −log (*p*-value) by the z-score of the deviation from the expected rank.

**Table 2:** Top 10 differentially expressed genes for microglia clusters.

	Gene Name	*p*-Value	*q*-Value	Avg Log2FC	Pct.1 (Control)	Pct.2 (TBI)
Microglia 1	*Ano5*	1.02 × 10^−12^	1.30 × 10^−10^	−1.52	0.136	0.055
	*Axl*	1.41 × 10^−12^	1.53 × 10^−10^	3.97	0.006	0.065
	*Spata22*	3.94 × 10^−10^	2.73 × 10^−08^	−2.21	0.059	0.013
	*Kmo*	4.18 × 10^−9^	2.28 × 10^−7^	−1.85	0.059	0.016
	*Slfn4*	1.45 × 10^−6^	3.40 × 10^−5^	3.41	0.014	0.054
	*Mx1*	2.38 × 10^−6^	4.97 × 10^−5^	3.28	0.004	0.034
	*Marc1*	3.75 × 10^−6^	7.23 × 10^−5^	4.72	0.001	0.025
	*Tmem154*	4.44 × 10^−6^	8.46 × 10^−5^	−1.51	0.039	0.011
	*LOC100364435*	6.30 × 10^−6^	1.13 × 10^−4^	7.77	0	0.019
	*Gpnmb*	6.69 × 10^−6^	1.19 × 10^−4^	4.27	0.002	0.026
Microglia 2	*Rpl10*	9.75 × 10^−11^	6.39 × 10^−8^	3.95	0	0.018
	*Foxred1*	3.83 × 10^−8^	1.25 × 10^−5^	−1.75	0.213	0.069
	*Cd46*	2.73 × 10^−6^	4.47 × 10^−4^	−1.80	0.186	0.047
	*Ccdc141*	6.03 × 10^−6^	6.58 × 10^−4^	−3.69	0.032	0.002
	*Ccdc88b*	2.44 × 10^−5^	2.02 × 10^−3^	−2.53	0.09	0.013
	*Slfn13*	2.47 × 10^−5^	2.02 × 10^−3^	4.57	0.005	0.101
	*Zfp263*	4.17 × 10^−5^	2.73 × 10^−3^	−6.52	0.037	0
	*Slc2a12*	4.17 × 10^−5^	2.73 × 10^−3^	−6.03	0.037	0
	*Apbb3*	4.40 × 10^−5^	2.74 × 10^−3^	−1.88	0.16	0.04
	*Fbxw9*	1.06 × 10^−4^	4.78 × 10^−3^	−1.98	0.106	0.025

Top 10 DEGs for microglial clusters. A complete list of DEGs can be found in the Supplementary Materials.

**Table 3:** Pathway analysis for microglial clusters for single-nucleus RNA-seq.

	Term	DEGs in Dataset/Genes in Pathway	*p*-Value	Adjusted *p*-Value (*q*-Value)	Odds Ratio	Combined Score	DEGs in Pathway
Microglia 1	Complement System In Neuronal Development And Plasticity WP5090	7/106	1.03 × 10^−6^	2.07 × 10^−4^	15.05	207.58	*C1qb; C1qa; Axl; Mbp; Itgav; Mertk; C1qc*
	Neuroinflammation And Glutamatergic Signaling WP5083	7/140	6.59 × 10^−6^	6.66 × 10^−4^	11.19	133.45	*Camk2b; Gria2; Camk2D; Slc17a7; Disc1; Grm1; Gls*
	Disruption Of Postsynaptic Signaling By CNV WP4875	4/33	2.15 × 10^−5^	1.45 × 10^−3^	28.55	306.79	*Camk2b; Camk2d; Nrxn3; Grm1*
	Microglia Pathogen Phagocytosis Pathway WP3937	4/40	4.68 × 10^−5^	2.36 × 10^−3^	22.99	229.20	*C1qb; Vav3; C1qa; C1qc*
	Serotonin And Anxiety WP3947	3/17	7.84 × 10^−5^	3.17 × 10^−3^	43.93	415.32	*Camk2b; Ppp3ca; Grm1*
	Complement Activation WP545	3/23	2.00 × 10^−4^	6.72 × 10^−3^	30.74	261.88	*C1qb; C1qa; C1qc*
	Photodynamic Therapy-Induced Unfolded Protein Response WP3613	3/27	3.25 × 10^−4^	8.30 × 10^−3^	25.61	205.71	*Hspa5; Calr; Hsp90b1*
	Spinal Cord Injury WP2431	5/119	3.29 × 10^−4^	8.30 × 10^−3^	9.13	73.26	*C1qb; Fkbp1a; Ppp3ca; Ptpra; Mbp*
	Primary Focal Segmental Glomerulosclerosis FSGS WP2572	4/72	4.66 × 10^−4^	1.05 × 10^−2^	12.15	93.21	*Camk2b; Trpc6; Ctsl; Itgav*
	Cell Lineage Map For Neuronal Differentiation WP5417	5/132	5.29 × 10^−4^	1.07 × 10^−2^	8.19	61.82	*Map2; Mbp; Slc17a7; S100b; Gls*
Microglia 2	Genes Controlling Nephrogenesis WP4823	4/44	6.85 × 10^−5^	1.10 × 10^−2^	20.69	198.37	*Robo2; Notch2; Gli3; Vegfa*
	Osteoarthritic Chondrocyte Hypertrophy WP5373	3/50	2.00 × 10^−3^	1.11 × 10^−1^	13.06	81.16	*Jund; Junb; Vegfa*
	11P11 2 Copy Number Variation Syndrome WP5348	3/56	2.77 × 10^−3^	1.11 × 10^−1^	11.58	68.18	*B4gat1; Nrxn1; Gli3*
	Oncostatin M Signaling WP2374	3/56	2.77 × 10^−3^	1.11 × 10^−1^	11.58	68.18	*Jund; Junb; Vegfa*
	Hypertrophy Model WP516	2/20	4.43 × 10^−3^	1.42 × 10^−1^	22.54	122.14	*Jund; Vegfa*
	Axon Guidance WP5289	3/72	5.64 × 10^−3^	1.45 × 10^−1^	8.89	46.03	*Robo2; Robo3; Lrrc4c*
	Hippocampal Synaptogenesis And Neurogenesis WP5231	2/24	6.36 × 10^−3^	1.45 × 10^−1^	18.44	93.27	*Nrxn1; Ncam1*
	EGF EGFR Signaling WP437	4/159	8.36 × 10^−3^	1.67 × 10^−1^	5.31	25.40	*Ptprr; Jund; Inpp5d; Ncoa3*
	GDNF RET Signaling Axis WP4830	2/30	9.83 × 10^−3^	1.75 × 10^−1^	14.48	66.95	*Robo2; Gli3*
	Disruption of Postsynaptic Signaling by CNV WP4875	2/33	1.18 × 10^−2^	1.89 × 10^−1^	13.08	58.06	*Nrxn1; Dlgap1*

Pathway analysis from microglial clusters for single-nucleus RNA-seq: For Microglia 1 and Microglia 2 clusters, the top 10 pathways identified by Enrichr using the WikiPathways 2024 Human dataset. *p*-values computed within Enrichr by Fisher exact test, with *p*-values adjusted for multiple testing using Benjamini–Hochberg method. Odds ratios were derived by Enrichr based on comparisons against computed mean ranks from random gene sets, as analyzed by Fisher exact test. Combined scores were computed by Enrichr from the Fisher exact test by multiplying the −log (*p*-value) by the z-score of the deviation from the expected rank.

**Table 4:** Top 10 differentially expressed genes for astrocyte clusters.

	Gene Name	*p*-Value	*q*-Value	Avg Log2FC	Pct.1 (Control)	Pct.2 (TBI)
Astrocyte 1	*Pld5*	1.29 × 10^−54^	3.51 × 10^−51^	3.18	0.02	0.157
	*Nme4*	1.32 × 10^−29^	7.18 × 10^−27^	8.73	0	0.044
	*Plk5*	2.35 × 10^−24^	5.81 × 10^−22^	1.60	0.043	0.148
	*Celsr3*	6.06 × 10^−20^	5.89 × 10^−18^	1.52	0.025	0.098
	*LOC100364435*	1.22 × 10^−17^	7.04 × 10^−16^	8.36	0	0.02
	*Dlk2*	1.32 × 10^−17^	7.48 × 10^−16^	1.52	0.026	0.091
	*Rps23*	2.04 × 10^−17^	1.12 × 10^−15^	3.61	0.004	0.087
	*Asb15*	1.18 × 10^−15^	4.04 × 10^−14^	4.28	0.001	0.026
	*Rpl18a*	1.09 × 10^−13^	2.39 × 10^−12^	9.41	0	0.063
	*Epha8*	2.69 × 10^−13^	5.5 × 10^−12^	1.64	0.027	0.084
Astrocyte 2	*AABR07000398.1*	4.15 × 10^−64^	4.61 × 10^−61^	1.55	0.624	0.824
	*Map1a*	4.42 × 10^−45^	3.28 × 10^−42^	1.83	0.26	0.551
	*S100b*	1.82 × 10^−36^	8.09 × 10^−34^	1.55	0.235	0.486
	*Hpcal4*	2.49 × 10^−20^	4.26 × 10^−18^	1.81	0.142	0.316
	*Agap2*	3.42 × 10^−20^	5.43 × 10^−18^	1.71	0.158	0.332
	*Ddn*	4.92 × 10^−18^	5.76 × 10^−16^	1.69	0.1	0.247
	*Mapk8ip2*	2.06 × 10^−16^	1.64 × 10^−14^	1.51	0.116	0.265
	*Ubc*	1.36 × 10^−14^	8.40 × 10^−13^	1.55	0.1	0.23
	*Rpl10*	5.95 × 10^−12^	2.50 × 10^−10^	1.58	0.005	0.028
	*Gnas.1*	1.92 × 10^−11^	7.11 × 10^−10^	1.62	0.068	0.166
Astrocyte 3	*Pld5*	2.25 × 10^−30^	7.50 × 10^−28^	2.93	0.051	0.256
	*Rpl10*	1.16 × 10^−22^	1.78 × 10^−20^	7.65	0	0.106
	*Slc9b1*	2.17 × 10^−17^	1.38 × 10^−15^	−1.71	0.244	0.085
	*Jhy*	1.16 × 10^−15^	5.95 × 10^−14^	−1.63	0.237	0.083
	*Begain*	1.67 × 10^−13^	5.96 × 10^−12^	1.85	0.101	0.257
	*Nme4*	1.91 × 10^−13^	6.76 × 10^−12^	6.14	0	0.049
	*LOC100364435*	6.10 × 10^−13^	1.98 × 10^−11^	5.89	0	0.022
	*Rapgefl1*	6.24 × 10^−12^	1.63 × 10^−10^	1.73	0.112	0.264
	*Hba-a2*	3.53 × 10^−11^	7.71 × 10^−10^	−4.42	0.077	0.006
	*Cacna1h*	5.23 × 10^−11^	1.10 × 10^−9^	1.50	0.102	0.239

Top 10 DEGs for astrocyte clusters. A complete list of DEGs can be found in the Supplementary Materials.

**Table 5:** Pathway analysis of astrocyte clusters for single-nucleus RNA-seq.

	Term	DEGs in Dataset/Genes in Pathway	*p*-Value	Adjusted *p*-Value (*q*-Value)	Odds Ratio	Combined Score	DEGs in Pathway
Astrocyte 1	Neuroinflammation And Glutamatergic Signaling WP5083	9/140	3.45 × 10^−8^	5.08 × 10^−6^	14.93	256.43	*Camk2b; Camk2a; Slc1a2; Slc1a3; Nsmf; Slc17a7; Il6r; Camkk1; Grin1*
	Fragile X Syndrome WP4549	7/122	2.65 × 10^−6^	1.94 × 10^−4^	12.95	166.31	*Camk2b; Map1b; Camk2a; Agap2; Dlgap3; Dnm; Grin1*
	Cell Lineage Map For Neuronal Differentiation WP5417	7/132	4.47 × 10^−6^	2.13 × 10^−4^	11.91	146.68	*Slc1a2; Rimbp2; Slc1a3; Slc17a7; Bsn; Cacng2; Grin1*
	Hippocampal Synaptogenesis And Neurogenesis WP5231	4/24	5.79 × 10^−6^	2.13 × 10^−4^	41.42	499.47	*Camk2b; Nrxn1; Camk2a; Camkk1*
	Disruption Of Postsynaptic Signaling By CNV WP4875	4/33	2.15 × 10^−5^	6.33 × 10^−4^	28.55	306.79	*Camk2b; Nrxn1; Camk2a; Grin1*
	NO cGMP PKG Mediated Neuroprotection WP4008	4/46	8.17 × 10^−5^	2.00 × 10^−3^	19.70	185.43	*Camk2b; Camk2a; Pde2a; Grin1*
	Microtubule Cytoskeleton Regulation WP2038	4/48	9.67 × 10^−5^	2.03 × 10^−3^	18.80	173.82	*Tiam1; Ntrk3; Map1b; Ephb2*
	Synaptic Vesicle Pathway WP2267	3/51	2.12 × 10^−3^	3.90 × 10^−2^	12.79	78.73	*Slc1a3; Slc17a7; Dnm1*
	Phosphodiesterases In Neuronal Function WP4222	3/54	2.50 × 10^−3^	4.08 × 10^−2^	12.04	72.12	*Camk2a; Pde2A; Grin1*
	NAD Metabolism WP3644	2/16	2.84 × 10^−3^	4.17 × 10^−2^	28.99	170.01	*Nt5e; Nmnat2*
Astrocyte 2	Disruption Of Postsynaptic Signaling By CNV WP4875	6/33	1.33 × 10^−8^	2.37 × 10^−6^	46.98	851.93	*Camk2b; Nlgn1; Dlg2; Nrxn1; Nrxn3; Dlgap1*
	Neuroinflammation And Glutamatergic Signaling WP5083	8/140	5.10 × 10^−7^	4.54 × 10^−5^	13.02	188.67	*Camk2b; Grm5; Cfl1; Nsmf; Calm1; Adcy8; Glul; Gfap*
	Cell Lineage Map For Neuronal Differentiation WP5417	7/132	4.47 × 10^−6^	2.65 × 10^−4^	11.91	146.68	*Nlgn1; Dlg2; Aqp4; Mbp; S100b; Glul; Gfap*
	ADHD And Autism ASD Pathways WP5420	10/370	1.64 × 10^−5^	7.31 × 10^−4^	6.03	66.44	*Gabrb1; Grm5; Nlgn1; Dlg2; Syt1; Nrxn1; Nrxn3; Dlgap1; Calm1; Glul*
	Common Pathways Underlying Drug Addiction WP2636	4/41	5.17 × 10^−5^	1.84 × 10^−3^	22.37	220.78	*Grm5; Adcy8; Calm1; Actb*
	Calcium Regulation In Cardiac Cells WP536	6/151	1.11 × 10^−4^	3.31 × 10^−3^	8.70	79.15	*Camk2b; Ywhab; Calm1; Adcy8; Calm2; Kcnj3*
	Myometrial Relaxation And Contraction Pathways WP289	6/156	1.33 × 10^−4^	3.39 × 10^−3^	8.40	74.99	*Camk2b; Ywhab; Calm1; Adcy8; Calm2; Actb*
	Hippocampal Synaptogenesis And Neurogenesis WP5231	3/24	2.27 × 10^−4^	5.06 × 10^−3^	29.28	245.59	*Camk2b; Nrxn1; Calm1*
	Glial Cell Differentiation WP2276	2/7	5.11 × 10^−4^	1.01 × 10^−2^	81.20	615.40	*Plb1; Mbp*
	Sudden Infant Death Syndrome SIDS Susceptibility Pathways WP706	5/157	1.16 × 10^−3^	2.06 × 10^−2^	6.84	46.24	*Ywhab; Plp1; Aqp4; Aldoa; Sptbn1*
Astrocyte 3	Fragile X Syndrome WP4549	10/122	5.35 × 10^−10^	7.70 × 10^−8^	19.63	419.10	*Cyfip2; Gria1; Camk2b; Ppp3ca; Grin2a; Map1b; Camk2a; Agap2; Dnm1; Grin1*
	Disruption Of Postsynaptic Signaling By CNV WP4875	6/33	1.33 × 10^−8^	9.60 × 10^−7^	46.98	851.93	*Camk2b; Ryr2; Grin2a; Nrxn1; Camk2a; Grin1*
	Synaptic Vesicle Pathway WP2267	6/51	2.02 × 10^−7^	9.67 × 10^−6^	28.16	434.20	*Snap25; Slc1a3; Atp1a2; Slc17a7; Cplx2; Dnm1*
	Neuroinflammation And Glutamatergic Signaling WP5083	8/140	5.10 × 10^−7^	1.84 × 10^−5^	13.02	188.67	*Gria1; Camk2b; Grin2a; Camk2a; Slc1a2; Slc1a3; Slc17a7; Grin1*
	NRXN1 Deletion Syndrome WP5398	4/17	1.33 × 10^−6^	3.84 × 10^−5^	63.74	862.34	*Gria1; Grin2a; Nrxn1; Grin1*
	Cell Lineage Map For Neuronal Differentiation WP5417	7/132	4.47 × 10−^6^	1.07 × 10^−4^	11.91	146.68	*Snap25; Slc1a2; Rimbp2; Slc1a3; Slc17a7; Bsn; Grin1*
	Phosphodiesterases In Neuronal Function WP4222	5/54	7.36 × 10^−6^	1.51 × 10^−4^	21.32	252.03	*Gria1; Pde11A; Grin2A; Camk2a; Grin1*
	Common Pathways Underlying Drug Addiction WP2636	4/41	5.17 × 10^−5^	9.30 × 10^−4^	22.37	220.78	*Gria1; Grin2a; Camk2a; Grin1*
	NO cGMP PKG Mediated Neuroprotection WP4008	4/46	8.17 × 10^−5^	1.31 × 10^−3^	19.70	185.43	*Camk2b; Grin2A; Camk2a; Grin1*
	Hippocampal Synaptogenesis And Neurogenesis WP5231	3/24	2.27 × 10^−4^	3.28 × 10^−3^	29.28	245.59	*CAamk2b; Nrxn1; Camk2a*

Pathway analysis from astrocyte clusters for single-nucleus RNA-seq: for Astrocyte 1, Astrocyte 2, and Astrocyte 3 clusters, the top 10 pathways identified by Enrichr using the WikiPathways 2024 Human dataset. *p*-values computed within Enrichr by Fisher exact test, with *p*-values adjusted for multiple testing using Benjamini–Hochberg method. Odds ratios were derived by Enrichr based on comparisons against computed mean ranks from random gene sets, as analyzed by Fisher exact test. Combined scores were computed by Enrichr from the Fisher exact test by multiplying the −log (*p*-value) by the z-score of the deviation from the expected rank.

## Data Availability

Raw data and processed data are available on Gene Expression Omnibus (GSE307917), and the Cell Ranger script and all relevant R-code are available at https://github.com/NgwenyaLab/DeSana_and_Alfawares_2025 (accessed on 30 July 2025).

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/ijms26189140/s1.

## Abbreviations

The following abbreviations are used in this manuscript:

TBI	Traumatic Brain Injury
LFPI	Lateral Fluid Percussion Injury
RRT	Righting Reflex Time
UMAP	Uniform Manifold Approximation and Projection
DEG	Differentially Expressed Gene
ACT	Annotation of Cell Type
MAC	Membrane Attack Complex
fB	Factor B
sCR1	Soluble CR1
sCrry	Soluble Complement Inhibitor
PBS	Phosphate-Buffered Saline
logCPM	Log2 Counts Per Million
log2FC	Log2 Fold Change
UMI	Unique Molecular Identifier
PCA	Principal Component Analysis
CCA	Canonical Correlation Analysis
Stdev	Standard Deviation
RNA-seq	Ribonucleic Acid Sequencing

## Appendix A

**Table A1:** Nuclei counts per cluster for each injury condition.

Cluster Name	Nuclei Counts (Control)	Nuclei Counts (TBI)	Control % of Total	TBI % of Total
Astrocyte 1	2307	1308	8.18%	4.86%
Astrocyte 2	753	1144	2.67%	4.25%
Astrocyte 3	743	696	2.63%	2.59%
Endothelial Cell	197	237	0.70%	0.88%
GABAergic Neuron 1	623	702	2.21%	2.61%
GABAergic Neuron 2	531	681	1.88%	2.53%
GABAergic Neuron 3	460	699	1.63%	2.60%
Glutamatergic Neuron 1	6610	5348	23.43%	19.88%
Glutamatergic Neuron 2	3936	3096	13.95%	11.51%
Glutamatergic Neuron 3	3082	2220	10.92%	8.25%
Glutamatergic Neuron 4	2949	2327	10.45%	8.65%
Glutamatergic Neuron 5	902	996	3.20%	3.70%
Glutamatergic Neuron 6	672	662	2.38%	2.46%
Glutamatergic Neuron 7	419	377	1.48%	1.40%
Glutamatergic Neuron 8	342	442	1.21%	1.64%
Mature Oligodendrocyte 1	848	1667	3.01%	6.20%
Mature Oligodendrocyte 2	263	458	0.93%	1.70%
Mature Oligodendrocyte 3	19	30	0.07%	0.11%
Microglia 1	900	1611	3.19%	5.99%
Microglia 2	188	447	0.67%	1.66%
Oligodendrocyte	155	194	0.55%	0.72%
Oligodendrocyte Precursor 1	995	1128	3.53%	4.19%
Oligodendrocyte Precursor 2	251	369	0.89%	1.37%
Pericyte	71	68	0.25%	0.25%

Nuclei counts per cluster by injury condition: Table contains the number of nuclei present in each cluster on the UMAP for control and TBI animals. The two right-most columns contain the number of nuclei in a given cluster divided by the total number of nuclei for each injury condition, represented as a percentage.

How the deposited data were processed for this re-analysis (not part of the article)

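Bulk RNA-seq was analysed for 3 TBI rats and 3 sham rats, and snRNA-seq for 2 TBI rats, 1 sham rat and 1 naive rat, with 1 library per rat. Conditions were taken from the sample labels and the paper. Righting reflex times and pulse pressures came from the authors' deposited table of rats, of which 4 columns (group, type of sequencing and the dates of surgery and euthanasia) were not used as measurements. The dates of injury or sham procedure served only to divide the bulk rats into spring and autumn, called the surgery season here. The labels name the hippocampus for samples that the paper describes as dentate gyrus.

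For the bulk libraries, the authors deposited estimated counts per transcript from kallisto, run through ExpressAnalyst, and a table of genes in log2 CPM. The 15 per-sample columns of these tables and of the table of rats were matched to samples by name. The log2 CPM hold a prior count of 0.5, which the values themselves show, and no other normalization between libraries was found in them. The design had foreseen tests on gene counts. As the files pair no transcript with a gene, the transcripts were tested as deposited, after rounding to whole numbers, and the genes from their log2 CPM. Whole counts per gene were recovered from the log2 CPM for count-based alternatives. Gene names were looked up by Entrez number in RefSeq's gene table of the assembly GRCr8, used for names only, since the authors' assembly differs. No coordinates are given for that reason.

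Genes were tested with limma-trend (limma 3.58.1) and transcripts with edgeR's quasi-likelihood test (edgeR 4.0.16) after its filter on low counts, in R 4.3.3. The alternatives were DESeq2 1.42.0, limma-voom, upper-quartile scaling, the replicate number as a block, a surgery season or granule cell covariate, p-values adjusted only over genes with an unadjusted p under 0.05 (as the paper's methods describe), and each rat left out in turn. p-values were adjusted by the Benjamini-Hochberg method and called under 0.05. At the paper's thresholds, q is under 0.01 and the log2 fold change beyond 1.5, as its results and figure legends give them. Its methods state a q under 0.05 with the same fold, and the bulk counts at that limit are given with the differences from the paper. Gene lists were tested with camera at a preset correlation of 0.01 and with an estimated one, and their members with p-values adjusted over the list alone. The paper names no pairing of the rats by replicate number. The correlation of deviations between same-numbered TBI and sham libraries was 0.352, 0.173 and −0.03. It was the highest among the sham libraries for TBI 1 and TBI 2 but not for TBI 3, so a shared structure of same-numbered rats stays open. At 24730290 to 43912297 gene counts per library, a count of 0 allows up to 3 counts, and such limits and all intervals cover counting error only.

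For snRNA-seq, the authors counted with Cell Ranger and deposited matrices of whole UMI counts per gene and nucleus. These hold explicit zeros among the stored values, so counts may have been changed before deposit. Nuclei were kept with at least 500 UMIs, 300 genes, a ratio of log genes to log UMIs above 0.8, at most 5% mitochondrial UMIs and at most 2% ribosomal UMIs, as in the paper. They were normalized, integrated by canonical correlation and clustered with Seurat 5.3.0 (25 principal components, resolution 0.6). Clusters were named from marker genes fixed in advance, and the paper's clusters were matched to them by shared leading genes of the supplement. The joined Astrocyte 1 and 3 group, and the clusters at a resolution of 1.0 that match each of its parts, were chosen after the overlaps were seen. Doublets were scored with Scrublet in scanpy 1.11.5 (Python 3.11.15). Its automatic threshold marked 0, 0, 4 and 1 nuclei of TBI 1, TBI 2, sham and naive and so did not work, and the highest 8% of scores per library were left out instead, as an alternative. The main results keep all nuclei.

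UMIs were summed per cluster and rat and tested with edgeR's quasi-likelihood test. DESeq2, limma-voom, no filter on low counts, sums without scaling factors, no integration, another resolution, nuclei of at least 1000 UMIs, each rat left out and the Wilcoxon test on nuclei were the alternatives. The p-values of the Wilcoxon test were adjusted only over genes with an unadjusted p under 0.05, as the paper's methods describe. Alternatives without doublets and without 2923 genes of which over 50% of the entries in any library were stored as 0 were added after the data were seen. Shares of nuclei have 95% Wilson intervals. Differences of shares and of righting times were tested by exact two-sided permutation tests over all splits. The pathway databases of the paper were not used here, and the fixed gene lists take their place.

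The genes named are those the paper names in its text and in its Tables 1, 2 and 4, and of each gene list 2 to 4 members with the smallest p. By the rule, genes past the threshold with the smallest p would have been added, and 0 passed the main tests. The rule was fixed in advance, when the paper's tables had been read. A few further list members were named after their values were seen. Results for some of the genes that this rule names are not reported here.

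The tests were tried on simulated counts for the real genes, with 200 genes changed, after the real results had been seen. With the 14166 bulk genes, limma-trend recovered 7.46%, 37.3% and 83.3% of genes changed 1.5-, 2- and 4-fold, with 5 unchanged genes among 90 calls. DESeq2 recovered 31.3%, 64.2% and 89.4%, with 40 unchanged genes among 163 calls. In the sums of Microglia 1, over 7638 genes, edgeR recovered 0%, 0% and 12.1%, with 4 unchanged genes among 12 calls. It recovered 2.99%, 34.3% and 71.2% in Microglia 2 over 6331 genes, 0%, 31.3% and 77.3% in the joined astrocyte group over 12591 genes, and 0%, 4.48% and 66.7% in the counterpart of Astrocyte 2 over 8884 genes. In the simulation, small changes in these clusters were mostly missed.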

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

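The tests of stored zeros in genes of the paper's tables and the counts over other splits were chosen after the results had been seen. In bulk, the mean of 3 marker lists of cells that the paper does not discuss was higher in every TBI library than in every sham library: the leptomeningeal markers by 1.92 on the log2 scale, the smooth muscle markers by 1.38 and the markers of border macrophages and monocytes by 1.35. Without TBI 3, which had the highest mean of each list, these were 1.04, 0.75 and 1.03. Of the single members, 11 of 20, 11 of 14 and 9 of 11 had every TBI library above every sham library, where chance parts 10% of genes in either direction. Adjusted over the list alone 0, 0 and 8 members rose, adjusted over all genes 0 passed limma-trend, and DESeq2 called 4, 3 and 4 higher. Aebp1 and Col1a2 of the leptomeningeal list had log2 fold changes of 2.31 and 3.09, and Acta2 and Cnn1 of the smooth muscle list of 2.02 and 3.15. S100a4 and Adgre1 of the macrophage list had log2 fold changes of 2.12 and 1.73. With the preset correlation, camera gave these lists an adjusted p of 1.07e-09, 1.65e-06 and 1.04e-07, and with an estimated correlation an adjusted p of 0.237, 0.191 and 0.159. Several leptomeningeal members stand in the paper's bulk table, so that list was not chosen independently of these data.

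Several genes of the paper's Tables 2 and 4 are higher in TBI and nearly absent from the controls, with 960 UMIs in TBI 1, 387 in TBI 2 and 49 in both controls over 14 pairs of gene and cluster. A change in both injured rats would put TBI 2 above both controls in most of them; it did in 50%, which leaves that open for the set. For genes such as LOC100364435, Rpl10, Nme4 and Rps23, whose entries are 0 in at least 90% of cases in TBI 2, nuclei with a stored entry, zeros included, were about as frequent in TBI as in control (median ratio 1.105), which is consistent with counts turned to 0 before deposit, to a lesser extent in TBI 1. For Axl, Mx1, Marc1, Gpnmb, Slfn13 and Asb15, TBI 2 lay above both controls in 100% of pairs, which follows largely from how these genes were chosen and decides nothing. TBI 1 lay above both controls in 3 of these 6 pairs, with 35 UMIs in TBI 1 and 379 in TBI 2 over all 6.

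Microglia, oligodendrocytes and their precursors each formed a second, smaller cluster with more UMIs per nucleus: the median was 2141, 2244 and 2374 UMIs against 681, 861 and 968 in the first. Droplets holding a glial and a neuronal nucleus may account for it, as 30.3%, 46.8% and 54.3% of their nuclei had doublet scores in the highest 8%, against 1.27%, 0.951% and 1.75% in the first clusters. The share of synaptic UMIs, as a ratio to that in neurons, was at least 0.796 in the second clusters, but already 0.418 to 0.720 in the first, so this part of the test is weak. Free RNA of neurons would leave that share as in the first clusters. It was 1.64 times as high in microglia and 1.903 times in oligodendrocytes, but 1.255 times in precursors, too little for the types together to decide. A state of these cells with more RNA was not tested, so Microglia 2 and its genes rest on nuclei of open origin.

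Synaptic genes were higher in TBI in the astrocyte-like cluster, with a median log2 fold change of 0.596. Removing doublets left the median at 0.7743 and leaving out TBI 1 at 0.7289, which argues against pairs of nuclei, and against zeros stored to a lesser extent in TBI 1, as the whole cause. Free RNA of neurons may contribute, since the median was also above 0 in oligodendrocyte-like nuclei, at 0.1432, precursors, at 0.297, and endothelial-like nuclei, at 0.442, while it was 0.0506 in glutamatergic neurons. Against it, the synaptic share of all UMIs was highest in sham in oligodendrocyte-like nuclei and precursors, at 2.60% and 3.34%, whereas in the astrocyte-like cluster it was 3.14% and 3.11% in TBI and 2.90% and 2.49% in control. A change within astrocytes stays open. The mix of nuclei in this cluster, which differed between the groups at a resolution of 1.0, was not tested.

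With 3 rats against 3 there are 10 splits, too few for a share under 0.05. Limma-trend called 0 genes in the real split and at most 138 in another, so that all 10 had at least as many. DESeq2 called 349 in the real split, and 2 splits, the real one included, had as many, the other with 828 (sham 1, TBI 1 and TBI 3 against the rest). That split parts the rats by granule cell markers, which differed by 1.39 on the log2 scale, and points to a structure of the samples. For transcripts the counts were 0 in the real split and at most 1 in another, with 10 splits as large. For gene lists they were 17 and at most 18, with 3 splits as large. The split by surgery season (sham 1, sham 2 and TBI 1) gave 0 genes with limma-trend, 24 with DESeq2 and 14 lists.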

How the results depend on the processing

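Chosen after seeing the data were the alternatives with doublets removed, genes mostly stored as 0 left out, a surgery or granule cell covariate, edgeR and its filter on recovered counts, DESeq2 adjusted over p under 0.05 only, nuclei as replicates at the paper's thresholds, Astrocyte 1 and Astrocyte 3 at a resolution of 1.0, and the rats left out of the righting time. In bulk, limma-trend called 0 genes, and so did limma-voom, upper-quartile scaling, edgeR on recovered counts, the surgery covariate and another filter. DESeq2 called 349, adjusting over p under 0.05 only gave 1340 (1525 with DESeq2), the granule covariate 2, and leaving out each rat 0 to 1. The replicate block, although the paper names no such pairing, gave 125 genes. TBI 1 and TBI 2 deviated most like the sham rats of their own number, and TBI 3 most like sham 2. Of the transcripts, edgeR called 0, DESeq2 339, the replicate block 1, limma-voom 1, counts not rounded 1, p under 0.05 only 1615, and leaving out each rat 0 to 1. At the paper's thresholds, 0 genes passed, against 55 with DESeq2, 1 with the replicate block and 127 with DESeq2 over p under 0.05 only. With p-values adjusted over fewer genes, more pass by construction; for the others the cause was not tested. Of 17 bulk lists past the threshold, 0 stayed with an estimated correlation, and 16 to 18 passed in the other alternatives.

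All counts of genes in the snRNA-seq clusters were 0 in edgeR. Without a filter there were 9 in Microglia 1, 2 in Microglia 2, 643 in the Astrocyte 1 and 3 group, 6 in Astrocyte 2, 20 in all microglia-like nuclei, and 25 and 547 in Astrocyte 1 and Astrocyte 3 at a resolution of 1.0. Leaving out each rat gave, in the same order, 0 to 3, 0 to 4, 0 to 5, 5 to 27, 0 to 85, 0 to 598 and 0 to 123. Taking nuclei as replicates gave 1602, 1857, 5592, 2524, 2009, 1896 and 4606, and at the paper's thresholds 83, 67, 108, 107, 87, 69 and 190. DESeq2 called 178 in the Astrocyte 1 and 3 group and 112 in Astrocyte 3 at a resolution of 1.0. The former had 135 without doublets, and the latter 152 without genes mostly stored as 0.

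Lists past the threshold in Microglia 1 were 4, with 0 at an estimated correlation, 1 with limma-voom, 2 in nuclei of at least 1000 UMIs, 2 without genes mostly stored as 0, and 6 to 9 with each rat left out. In Microglia 2 they were 2, with 0 at an estimated correlation, 1 with limma-voom, 0 without doublets, and 1 to 6 with each rat left out. In the Astrocyte 1 and 3 group they were 5, with 0 at an estimated correlation, 3 without genes mostly stored as 0, and 4 to 7 with each rat left out. In Astrocyte 2 they were 4, with 0 at an estimated correlation, 7 without integration, 2 in nuclei of at least 1000 UMIs, and 3 to 8 with each rat left out. In all microglia-like nuclei they were 5, with 0 at an estimated correlation, 2 with limma-voom, 2 in nuclei of at least 1000 UMIs, and 5 to 9 with each rat left out.

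Some directions reversed when 1 rat was left out; the lowest and highest value over the rats left out are given with them, as adjusted p for lists and log2 fold change for genes. Without the naive rat, the complement list turned higher in TBI in Microglia 1 (0.0105; 8.31e-12 without sham to 0.147 without TBI 1), Microglia 2 (0.661; lowest 1.54e-08 without sham) and all microglia-like nuclei (0.0993; lowest 2.06e-21 without sham). So did the phagocytic list in Microglia 1 (1.70e-05, and 0.00315 without TBI 1; lowest 2.11e-06 without TBI 2) and in all microglia-like nuclei (7.94e-04, and 0.0114 without TBI 1; lowest 1.81e-08 without TBI 2), and the homeostatic list in the latter (6.32e-04; 1.55e-16 without sham to 0.356 without TBI 1). The synaptic list turned lower without the naive rat in Microglia 1 (0.224; lowest 2.35e-15 without sham) and in all microglia-like nuclei (0.685; lowest 2.64e-09 without sham), and the core astrocyte list in Astrocyte 2 without TBI 2 (0.965) or sham (0.933; lowest 5.06e-06 without TBI 1). In Microglia 1, the values of C1qa, C1qb and C1qc were 0.57, 0.98 and 0.68 without naive and −2.37, −2.27 and −2.50 without sham, and those of Cd74 −0.90 without TBI 2 and 2.79 without naive. In the Astrocyte 1 and 3 group, Pld5 was at −0.36 without TBI 2 and 3.48 without TBI 1, and Rps23 at −3.06 without TBI 1 and 4.43 without TBI 2. In Astrocyte 2, Camk2a was at −0.030 without integration, the cause of which was not tested. Each contrast holds 2 rats per group, so 1 rat can turn it.

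In nuclei of at least 1000 UMIs, the difference of shares between TBI and control was 0.192 points in Microglia 1, 1.31 in Microglia 2 and 1.51 in all microglia-like nuclei. It was −1.59 in the Astrocyte 1 and 3 group and 0.456 in Astrocyte 2. Of the C1qa UMIs, 29.7% were in microglia-like nuclei there, where the main value is 61.4%. The cut keeps 751 of 3147 microglia-like nuclei, 130 of them in Microglia 1, and 4383 of 5057 astrocyte-like nuclei. A smaller difference in Microglia 1 and a smaller microglial share of C1qa follow from this. With each rat left out, the share difference was 1.43 to 3.98 points in Microglia 1, 0.609 to 1.35 in Microglia 2, −4.68 to −0.918 in the Astrocyte 1 and 3 group, 0.870 to 2.63 in Astrocyte 2 and 2.04 to 5.33 in all microglia-like nuclei, and that of the righting time 298 to 457 s. By the Wilcoxon test, 23 leading genes were shared with Microglia 1 and 27 with Astrocyte 2. The 10 listed genes of 1 of the paper's clusters parted the rats by group; with the 20 genes of the smallest p 4 clusters did, and at a resolution of 1.0 it was 2.

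Of 702 alternatives for 44 named bulk genes, 555 kept direction and side of the threshold and 147 passed it. Of 508 for 35 named genes in the clusters, 435 kept both, 66 passed it and 7 changed direction. Of 221 for the bulk lists past the threshold 199 kept both and 22 lost the call, and of 295 for those of the clusters 223 kept both, 60 lost it and 12 changed direction. Mitochondrial transcripts could not be left out in bulk, as none could be named, and the automatic doublet threshold did not work. With 1 rat left out of a pair, the lone rat is assumed to vary like the others. Depth limits which genes could be tested: at a median of 681 UMIs per nucleus in Microglia 1, Axl, Mx1 and Gpnmb had too few UMIs there.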

Differences from the paper's values

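In bulk, the paper reports 476 genes at q under 0.01, and limma-trend gave 0 here. None of the alternatives set before the data were examined reached the paper's number: DESeq2 gave 169 and the replicate block 1. DESeq2 adjusted over genes with p under 0.05 only, chosen after seeing the values, gave 475. At the paper's thresholds, taken from its results (q under 0.01, where its methods state 0.05), the paper reports 126 genes up and 2 down, and limma-trend gave 0 and 0, with 55 and 0 by DESeq2 and 1 and 0 with the replicate block. None of the alternatives set before reached either number. With DESeq2 adjusted over p under 0.05 only, chosen after seeing the values, they were 125 and 2. At a q under 0.05 with the same fold, both directions together, limma-trend gave 0 genes, DESeq2 86, the replicate block 48 and limma-trend adjusted over p under 0.05 only 191, and the last adjustment with DESeq2, chosen after seeing the values, 228. For LOC100912450, with 0 counts in all TBI libraries, the paper's log2 fold change is −6.25. Here it can only be bounded, at 13.7-fold lower or more (8.10-fold or more without sham 2), which leaves the paper's value open, and the fitted values, −4.61 in limma-trend and −6.25 in DESeq2, depend on the prior count or the model and are not compared with it.

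In the clusters, the paper's tests took nuclei as replicates and those here took rats. Numbers of genes are called different here where one is over 1.5 times the other. At the paper's thresholds, the paper gives 34 genes up and 20 down in Microglia 1, 9 up and 15 down in Microglia 2, and 76 up and 28 down in Astrocyte 2, and edgeR on sums per rat gave 0 in each. Nuclei as replicates at these thresholds, a setting added after seeing the data, gave 34 up in Microglia 1, 10 up in Microglia 2, and 68 up and 39 down in Astrocyte 2, each within 1.5 times the paper's number. The numbers down in Microglia 1 and Microglia 2, 49 and 57 in that setting, were reached by no alternative. For Astrocyte 1 and Astrocyte 3, matched at a resolution of 1.0 after the data were seen, the paper gives 105 up and 5 down, and 60 up and 75 down, and edgeR gave 0 in each. The counterpart of Astrocyte 1 held 807 TBI and 1774 control nuclei, fewer than the paper's cluster. For it, no filter gave 12 up and 4 down, of which only the number down lies within 1.5 times the paper's. Nuclei as replicates gave 60 and 9. No filter gave 41 up for Astrocyte 3, and nuclei as replicates 79 up and 111 down, each within 1.5 times the paper's number. Aside from settings that leave out a rat, the other alternatives differ in every one of these counts.

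For single genes of the Astrocyte 1 and 3 group, which is wider than either of the paper's clusters, the paper's log2 fold changes come from nuclei, and values are called different where they lie apart by more than the standard error here. Celsr3 is at 1.52 in the paper and 1.83 here, and leaving out TBI 1 (1.68), leaving out naive (1.68) and nuclei as replicates (1.66) do not differ. Begain is at 1.85 in the paper and 1.30 here, and all alternatives differ. Cacna1h is at 1.50 in the paper and 1.18 here, where only the setting without doublets, chosen after seeing the data, does not differ, at 1.45. Rapgefl1 is at 1.73 in the paper and 1.35 here, and limma-voom (1.45), sums without scaling factors (1.42), leaving out TBI 1 (1.53) or sham (1.92) and, chosen after seeing the data, the setting without doublets (1.44) do not differ. All other alternatives of these genes differ.

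The paper states that Camk2a was higher in all 3 astrocyte clusters, and in Astrocyte 2 its log2 fold change was 0.06 here, while in the joined group it was 0.70. It describes separate branches for TBI and control in Microglia 2, for its top 20 genes. Over the 10 genes of Table 2, TBI 2 alone stood apart here, and over the 20 genes of the smallest p Microglia 2 parted by group. For Astrocyte 3 it describes the same. The genes of Table 4 also parted the groups here, but they were chosen for a difference in these same data. It describes bulk rats of 1 group as similar to each other, for its top 20 genes. Over the 20 genes of the smallest p the groups also fell into separate branches here, while over all genes, a wider set, TBI 3 stood apart. It describes C1q genes as lower in Microglia 1 of TBI rats, and against both controls together their log2 fold changes were also negative here. By rat, C1qa was at 232 and 343 CPM in TBI here, above sham at 189 CPM and below naive at 1515 CPM. It describes Astrocyte 3 nuclei as fewer in TBI, and at a resolution of 1.0 its counterpart was 2.60% and 2.89% of nuclei in TBI and 2.25% and 3.23% in control.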

Other observations

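Genes of sterol synthesis were lower in bulk tissue of TBI rats. Of 25 listed, 24 were measured and 23 were lower in mean, with a median log2 fold change of −0.33, and adjusted over the list alone 6 fell, with 0 past limma-trend over all genes and 6 called lower by DESeq2. Sqle, the squalene epoxidase, went from 87.0 CPM in sham to 63.0 CPM in TBI, and Stard4, a cholesterol carrier, from 15.5 to 8.88 CPM. Camera with the preset correlation gave an adjusted p of 1.43e-16, and with an estimated correlation an adjusted p of 0.142. The theme was chosen after the paper's supplement had been read. In the astrocyte-like nuclei, 19 of 24 sterol genes were lower (camera adjusted p = 0.00392, 0.804 with an estimated correlation, and 0.308 without TBI 1).

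Synaptic genes were lower in bulk on average: of 32 measured, 27 were lower, with a median log2 fold change of −0.16, and adjusted over the list alone 0 passed (camera adjusted p = 4.62e-07, and adjusted p = 0.174 with an estimated correlation). Dlgap1 had a log2 fold change of −0.26. Myelin genes were lower in 13 of 14 (camera adjusted p = 9.00e-05, 0.377 with an estimated correlation, and 0.685 without sham 2), and Mobp overlapped between groups. Core astrocyte genes were higher in 14 of 16, with Mlc1 and Gja1 at log2 fold changes of 0.65 and 0.50 (camera adjusted p = 5.02e-05, and 0.142 with an estimated correlation), where the astrocyte-like nuclei had them lower. Endothelial genes were higher in 12 of 13 (adjusted p = 0.00534, 0.431 with an estimated correlation, 0.0706 without sham 1 and 0.201 without TBI 3), and erythroid genes had an adjusted p of 0.00520 (0.345 with an estimated correlation, 0.0867 without sham 2 and 0.0759 without TBI 1). The lists of neurogenesis (adjusted p = 0.463, with a median of 0.14 but lower by camera), lymphocytes (0.0766), immediate early genes (0.0757), CA pyramidal neurons (0.0820), dentate granule neurons (0.722) and choroid plexus (0.731) did not pass.

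Shares of other nuclei also differed. Oligodendrocyte-like nuclei made up 6.23% of TBI 1 and 9.48% of TBI 2, against 4.47% in sham and 3.31% in naive. Precursors made up 5.48% and 5.78% against 4.57% and 4.34%, GABAergic neurons 7.63% and 7.85% against 6.08% and 5.27%, and glutamatergic neurons 60.2% and 51.1% against 63.1% and 69.2%. Each difference has an exact permutation p of 0.33, the smallest these 4 rats allow. Shares of one library sum to a fixed total, so a lower share of glutamatergic neurons raises the others.

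In Microglia 2, all 4 measured complement components were lower (camera adjusted p = 0.00819, 0.578 with an estimated correlation, 0.169 without doublets, and higher without naive). Both measured interferon genes were higher (camera adjusted p = 0.00329, 0.578 with an estimated correlation, and 0.175 with limma-voom). Slfn13, which the paper lists for this cluster, was the 1 that rose adjusted over the list alone. In the counterpart of Astrocyte 2, myelin genes were higher in 9 of 10 (adjusted p = 2.28e-06, 0.737 with an estimated correlation, 0.0642 in nuclei of at least 1000 UMIs, and 0.0568 without TBI 2). Mitochondrial genes were lower in 12 of 13 in the astrocyte-like nuclei (adjusted p = 1.78e-04, 0.804 with an estimated correlation, 0.0685 without TBI 1 and 0.429 without sham).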
